# Common Transcriptional Program of Liver Fibrosis in Mouse Genetic Models and Humans

**DOI:** 10.3390/ijms22020832

**Published:** 2021-01-15

**Authors:** Kaja Blagotinšek Cokan, Žiga Urlep, Miha Moškon, Miha Mraz, Xiang Yi Kong, Winnie Eskild, Damjana Rozman, Peter Juvan, Tadeja Režen

**Keywords:** NAFLD, NASH, bile acid, GEM, fibrosis, fatty acid

## Abstract

Multifactorial metabolic diseases, such as non-alcoholic fatty liver disease, are a major burden to modern societies, and frequently present with no clearly defined molecular biomarkers. Herein we used system medicine approaches to decipher signatures of liver fibrosis in mouse models with malfunction in genes from unrelated biological pathways: cholesterol synthesis—*Cyp51*, notch signaling—*Rbpj*, nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) signaling—*Ikbkg*, and unknown lysosomal pathway—*Glmp*. Enrichment analyses of Kyoto Encyclopedia of Genes and Genomes (KEGG), Reactome and TRANScription FACtor (TRANSFAC) databases complemented with genome-scale metabolic modeling revealed fibrotic signatures highly similar to liver pathologies in humans. The diverse genetic models of liver fibrosis exposed a common transcriptional program with activated estrogen receptor alpha (ERα) signaling, and a network of interactions between regulators of lipid metabolism and transcription factors from cancer pathways and the immune system. The novel hallmarks of fibrosis are downregulated lipid pathways, including fatty acid, bile acid, and steroid hormone metabolism. Moreover, distinct metabolic subtypes of liver fibrosis were proposed, supported by unique enrichment of transcription factors based on the type of insult, disease stage, or potentially, also sex. The discovered novel features of multifactorial liver fibrotic pathologies could aid also in improved stratification of other fibrosis related pathologies.

## 1. Introduction

Fibrosis is a common feature of skin, lung, kidney, and liver diseases; however, it can affect virtually every organ. It is characterized by excessive deposition of connective tissue components, which leads to tissue remodeling and organ malfunction. High mortality is associated with fibrotic diseases. The progress in development of anti-fibrotic drugs is slow, especially for individual fibrotic diseases where mechanisms are not clear. There is a need to unravel the core fibrotic pathways across different fibrotic diseases, as well as across the same type of fibrotic disease that can arise from a multitude of causes. It is believed that, in addition to common fibrotic programs, other factors influencing fibrotic disease susceptibility may be distinct, with disease-specific and organ-specific risk factors [1].

Liver fibrosis is a characteristic of the progressive liver pathologies defined by accumulation of collagen, smooth-muscle actin, hydroxyproline, etc., and is one of the hallmarks of the advanced stages of non-alcoholic fatty liver disease (NAFLD), currently called metabolism-associated fatty liver disease (MAFLD). This is a multifactorial disease with variable etiology and no clearly defined molecular biomarkers for diagnosis, prognosis, or progression [2]. The advanced disease stages include non-alcoholic steatohepatitis (NASH) and cirrhosis, both potentially leading to liver cancer. The prevalence and hence the burden of the disease is increasing because of the lack of approved pharmacotherapies and low impact of prevention strategies [3]. In animal models, liver fibrosis is a result of a chronic liver injury induced by different factors, which range from alcohol, diets, toxins, drugs, bile duct ligation, genetic modifications, and others. Each type of liver injury activates a specific program at cellular and molecular levels [4], and if sustained, disease progresses to further stages [5].

In humans, NAFLD and NASH have many faces, as clinical manifestations are highly heterogeneous [6]. Cirrhosis may or may not be present; not all patients show abnormal blood parameters; comorbidities, such as diabetes and obesity, vary, and the presence of fibrosis and steatosis is not uniform. Clinical drug trials consistently show that targeting NAFLD histological features does not always result in disease resolution. For example, reduction of steatosis did not improve other histological outcomes of NAFLD [7] and elevated steatosis did not always associate with worsening of fibrosis [8]. All of this indicates that there are potentially different subtypes of NAFLD patients. In concordance, a recent study identified three NAFLD subtypes in relation to methionine/folate cycle, according to serum metabolite signature, also predicting the progression to NASH [9]. The latest recommendation was a subcategorization of NASH patients to identify those who will be best suited for specific treatments in clinical trials [8].

As resolution of fibrosis is one of the endpoints of clinical trials, we can benefit from a variety of mouse models that develop progressive fibrosis similarly to humans. In our previous work, we discovered that hepatocyte-specific *Cyp51* (cytochrome P450 or lanosterol 14α-demethylase) knockout (LKO) males and females develop liver fibrosis (without steatosis or cholestasis) due to blockage of cholesterol synthesis [10]. Among metabolic alterations were: deregulated sterol intermediates, decrease in hepatic cholesterol and its esters, modified bile acid composition, and elevated plasma total cholesterol and high-density lipoprotein (HDL) in a sex-specific manner. Similarly, the whole-body knockout (KO) of *Glmp* (glycosylated lysosomal membrane protein) presented with liver fibrosis although the function of this lysosomal protein, remains to be clarified [11]. Among metabolic alterations in *Glmp* KO mice are increased liver bile acids and infiltration of inflammatory cells [12]. Decreased blood glucose, triglycerides (TAG) and non-esterified fatty acids were also observed, together with increased liver TAGs, although liver steatosis was not confirmed histologically [13].

As two such different KO models both result in a similar liver phenotype, we hypothesized that it might be possible to determine a common fibrotic signature from multiple mouse models. We focused on single gene knockouts that develop histologically confirmed liver fibrosis (with or without steatosis or cholestasis) without additional dietary or chemical insults, preferably in both sexes, and with well annotated transcriptome data. In addition to *Cyp51,* LKO, and *Glmp* KO, the fibrotic phenotype also develops in the liver knockout of a notch signaling pathway repressor *Rbpj* (recombination signal binding protein for immunoglobulin kappa J region) due to impaired bile duct maturation causing obstructive bile acid flow, accumulation of bile acids, necrosis, and severe cholestasis with progression to hepatocellular carcinoma (HCC) [14]. Fibrosis is also a feature of the hepatocyte-specific *Ikbkg* (*Nemo*, Inhibitor of kappa B kinase gamma) knockout males with steatohepatitis and HCC through changing the response to inflammation [15]. Increased oxidative stress was present, mitochondria appeared to be affected, irregular glycogen deposits were observed, and serum glucose was decreased while serum TAG and cholesterol levels were unchanged [16].

We aimed to study the fibrotic signatures of both sexes; however, only the *Cyp51* LKO transcriptome data also include females. Using functional comparative analysis of gene expression based on Kyoto Encyclopedia of Genes and Genomes (KEGG), Reactome and TRANScription FACtor (TRANSFAC) databases, as well as genome-scale metabolic models (GEMs), we could identify multiple common fibrotic transcriptome signatures, with high similarity to human NAFLD and NASH. The hallmark is downregulation of metabolic pathways and upregulation of immune system-related pathways and pathways in cancer. We provide also new insights into the function of GLMP in the liver and propose “universal” fibrosis-related biomarkers with some sex dependencies.

## 2. Results

### 2.1. Similar Transcriptome Alterations Caused by Different Genetic Defects

The characteristics of genetic mouse models are summarized in Table S1. They were all adult males with C57BL/6J genetic background, in addition to a group of *Cyp51* LKO females, with histologically confirmed fibrosis, increased inflammation (except *Rbpj* LKO where it was not measured), and final progression to liver tumors or dysplastic nodules. The *Cyp51* LKO and *Glmp* KO did not present with histological steatosis and cholestasis. 

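Liver RNA from 16 male mice was hybridized to Affymetrix Mouse Gene 2.0 ST arrays, 1 mouse per array. The mice formed 4 groups of 4, WT and Glmp KO at 8 weeks and WT and Glmp KO at 18 weeks. The authors normalized all 16 arrays together with RMA from the oligo package and deposited the resulting log2 values, 1 per transcript cluster and array. The array medians lay between 4.54 and 4.59 (median 4.56) in WT at 8 weeks, 4.56 and 4.71 (4.6) in KO at 8 weeks, 4.58 and 4.62 (4.61) in WT at 18 weeks, and 4.55 and 4.66 (4.59) in KO at 18 weeks. Of 41345 transcript clusters with values, those that the annotation pairs with exactly 1 gene were kept, and a gene with several clusters was represented by the one with the highest mean, which left 22180 genes. limma was fitted to the 4 groups, and KO was compared with WT at each age and on the average of both ages. Unless an age is named, each fold change at the later results is this average over 8 KO and 8 WT livers, as log2 with its standard error, and p-values were adjusted by the Benjamini-Hochberg procedure over all genes. The median SD within groups was 0.23 on the log2 scale with 12 residual degrees of freedom, so the number of arrays limits the precision. Lists of genes for 80 pathways, cell types and tissues were written before the data were examined. Of these, 77 were tested and the others only counted. Each tested list was scored in every array with PGSEA against the mean of the 8 WT arrays, and limma compared the scores. Members were counted over all genes tested and again adjusted over the list alone. Of the 36 lists called in this way, 18 held when camera estimated the correlation between the members.
Glmp, which encodes a lysosomal membrane protein and is the gene disrupted in the KO, was low in every KO liver. Its log2 expression was 4.23 ± 0.32 (SD, n = 8) in KO, from 3.93 to 4.79, and 8.32 ± 0.25 (SD, n = 8) in WT, from 7.88 to 8.66 (exact permutation test, two-sided p = 0.000155, the smallest that 8 mice against 8 allow). The log2 fold change was -4.09 (standard error 0.13, adjusted p = 1.68e-13), with -4.11 at 8 weeks and -4.08 at 18 weeks. The KO arrays d at 8 weeks and c at 18 weeks stood apart from the others of their groups. Their weights from limma were 0.32 and 0.31, against 0.63 to 1.83 for the other 14 arrays.

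**Figure D1:**
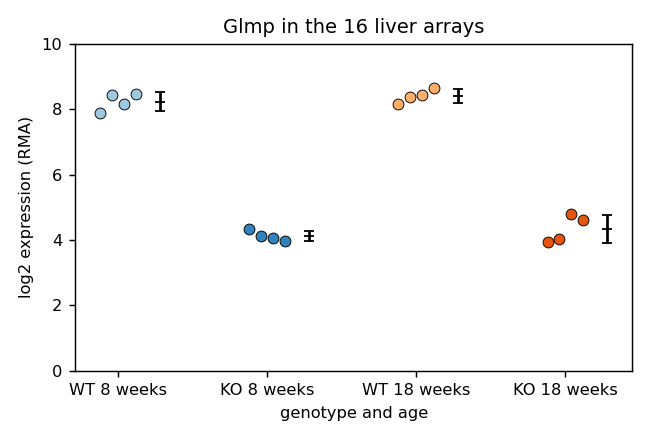
Log2 expression of Glmp (y axis, RMA values) in each of the 16 liver arrays by genotype and age (x axis). Points are single mice, and the bar beside each group is its mean ± SD (n = 4). The 8 KO livers lie between 3.93 and 4.79, all below the WT livers.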

We analyzed the liver transcriptome data and compared the differentially expressed genes (DEGs) between these genetic models of fibrosis (Table S2). 

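In the Glmp KO livers, 453 genes were higher and 271 lower than in WT at an adjusted p under 0.05, so 62.6% of the changed genes were higher. With each array shifted to equal medians, 379 were higher and 381 lower, and with quantile normalization again 459 and 262. The excess of higher genes thus depends on which scaling is used. The median log2 fold change was 0.62 among the higher and -0.52 among the lower genes. A change of 1 or more was seen for 61 higher and 24 lower genes. Without the KO arrays d at 8 weeks and c at 18 weeks, left out after the data had been seen, 591 genes were higher and 278 lower. The number of lower genes was 170 without the WT array c at 18 weeks.
Of the 62 genes that Table S2 lists for all 5 data sets of the study, 59 were measured here, 55 of them higher and 3 lower. These genes were chosen by the study on data that include these livers, so their count is not independent evidence. The median of those higher was 0.67. The largest rise was that of Clec7a, a receptor for fungal β-glucans on macrophages and neutrophils, with a log2 fold change of 1.31 (standard error 0.17, adjusted p = 8.49e-05). The smallest that passed was that of Olfml3, a secreted matrix glycoprotein (0.35, standard error 0.09, adjusted p = 0.0435). The 3 genes that fell were Ces1e, a liver carboxylesterase (-0.91, standard error 0.14, adjusted p = 0.000881), Retsat, which saturates retinol (-0.79, standard error 0.11, adjusted p = 0.000285), and Igfals, which keeps insulin-like growth factors in the circulation (-0.56, standard error 0.11, adjusted p = 0.00622). Emb, which encodes the cell surface protein embigin, had a log2 fold change of 0.01 (standard error 0.10, adjusted p = 0.977) in the transcript cluster used. Its other cluster, looked at after the values were seen, gave 0.97 (0.09, adjusted p = 1.26e-06), and the mean of the clusters 0.49, so its value depends on the cluster. Taken at each age alone, 30 of the 59 genes were higher at 8 weeks and 8 at 18 weeks.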

At the intersection, we observed a higher number of upregulated (59) than downregulated genes (3) (Figure 1). A higher percentage of upregulated genes was common also when we compared the overlap of DEGs between each pair of fibrotic models (Table S3). Clustering analyses of 62 common DEGs showed that the most similar models are *Cyp51* F and M LKO and *Ikbkg* LKO (Figure S1). 

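Tgfbr2, a receptor of TGF-β, rose in the Glmp KO livers with a log2 fold change of 0.63 (standard error 0.11, adjusted p = 0.00205), and Tgfbi, a matrix protein induced by TGF-β, rose by 0.49 (0.10, adjusted p = 0.01). Lpl, lipoprotein lipase, rose by 0.66 (0.15, adjusted p = 0.0160), a call that ended when the gene was represented by the mean of its transcript clusters. All 17 genes drawn in Figure 2A were higher (17 when adjusted over the list alone). The study chose them on these livers among others, so this is not independent evidence of their direction. Among them were Dapp1, a B cell adaptor (0.74, standard error 0.15), and Camk2d, a calmodulin-dependent kinase (0.73, standard error 0.11).
Of 20 measured genes of TGF-β signalling, 4 were higher and 1 was lower (5 and 1 when adjusted over the list alone). Besides Tgfbr2 and Tgfbi, the higher genes were Skil, a nuclear repressor of SMAD proteins (0.56, standard error 0.13), and Thbs1, thrombospondin, which activates latent TGF-β (0.56, standard error 0.14). The call of Thbs1 ended when any of 10 arrays was left out. Tgfbr3, the co-receptor betaglycan, fell (-0.39, standard error 0.08, adjusted p = 0.0105). The list as a whole did not pass (score difference 1.50, standard error 0.64, adjusted p = 0.0643). Over its 27 alternatives its adjusted p lay between 0.0074 and 0.269.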

From the common DEGs, the majority have a function at the plasma membrane or extracellular space or are involved in immune response pathways, among them *Tgfbr2, Tgfbi* from TGF-β (Transforming growth factor beta) signaling, and the lipoprotein lipase (Figure 2A). TGFBI (Transforming growth factor beta induced) was recently confirmed to be strongly associated with NAFLD and cirrhosis in humans [17]. These results lead us to a conclusion that the common transcriptional program of liver fibrosis is largely represented in the set of upregulated genes, while downregulation of genes is more associated with the unique program probably related to the type of the insult, disease stage or sex. Additionally, the overlap in DEGs is affected by different biological variables of the models (age and stage of the disease). 

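Genes of neutrophils were among the largest rises in the Glmp KO livers. S100a8, S100a9, Chil3 and Adh6-ps1 lie on the chromosome of Glmp, as do Selenbp2 and Hsd3b3 among the largest falls, and linked DNA stays open there. S100a8 and S100a9, which encode the subunits of calprotectin in neutrophil granules, rose by 3.22 (standard error 0.21, adjusted p = 2.01e-08) and 2.89 (0.16, adjusted p = 1.28e-09) on the log2 scale. Chil3, a chitinase-like protein of activated myeloid cells, rose by 2.68 (0.27, adjusted p = 6.09e-06), Retnlg, a resistin-like protein of neutrophils, by 2.63 (0.25, adjusted p = 2.52e-06), and Ngp, a neutrophil granule protein, by 2.43 (0.20, adjusted p = 3.52e-07). Adh6-ps1, an alcohol dehydrogenase pseudogene, rose by 2.60 (0.21), with 1 KO array at 18 weeks far below the others. The other 4 of the 10 largest rises were those of Ppbp, Saa3, Cyp17a1 and Prnd, from 1.80 to 2.10, and the call of Prnd ended when clusters of several genes were counted once per gene.
After Glmp, the largest falls were those of Cyp4a14, Hsd3b3, Selenbp2 and Rps13. Cyp4a14, a fatty acid ω-hydroxylase, fell by 2.35 (standard error 0.25, adjusted p = 8.38e-06), and Selenbp2, a selenium-binding protein that is more abundant in male liver, fell by 2.25 (0.17, adjusted p = 1.08e-07), with 1 WT array at 18 weeks above the others. Aqp4, a water channel, fell by 1.50 (0.15, adjusted p = 6.31e-06), and Ahcy, which hydrolyses S-adenosylhomocysteine, by 1.58 (0.27, adjusted p = 0.00188). Rps13, a ribosomal protein, fell by 2.18 (0.32, adjusted p = 0.000334), but its fold change was 1.55 when clusters of several genes were counted once per gene (adjusted p = 0.042).
At 8 weeks, 263 genes were higher and 169 lower, and at 18 weeks, 103 were higher and 55 lower. No gene passed the test of the difference between the ages by limma (1487 at an unadjusted p under 0.05, smallest adjusted p = 0.0508). Of the 724 genes changed on average, 720 had the same sign at both ages, which choosing them by that average favours. Of the genes called at either age alone, 56 had the opposite sign at the other age. At both ages, each taken alone, 59 genes were higher and 25 lower. From its results on the common genes and their overlap between models, the paper concludes that upregulated genes largely represent the common transcriptional program of liver fibrosis. It relates downregulated genes more to a unique program, probably tied to the insult, stage or sex.
These counts at single ages depend on single arrays. At 8 weeks, the higher genes numbered 175 without the KO array c, 130 without the WT array b and 145 without the WT array d of that age. The lower genes there numbered 289, 108 and 98 without the KO arrays b, c and d, and 101, 74, 102 and 101 without the WT arrays a to d. At 18 weeks, the higher genes numbered 64 without the KO array b and 48, 45, 61 and 42 without the WT arrays a to d of that age. The lower genes there numbered 33 and 28 without the KO arrays b and c, and 22, 25, 19 and 23 without the WT arrays a to d. The difference between the ages passed for 1 gene without the KO array d or the WT array a at 8 weeks, and without the KO array d or the WT arrays a or c at 18 weeks.

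**Figure D2:**
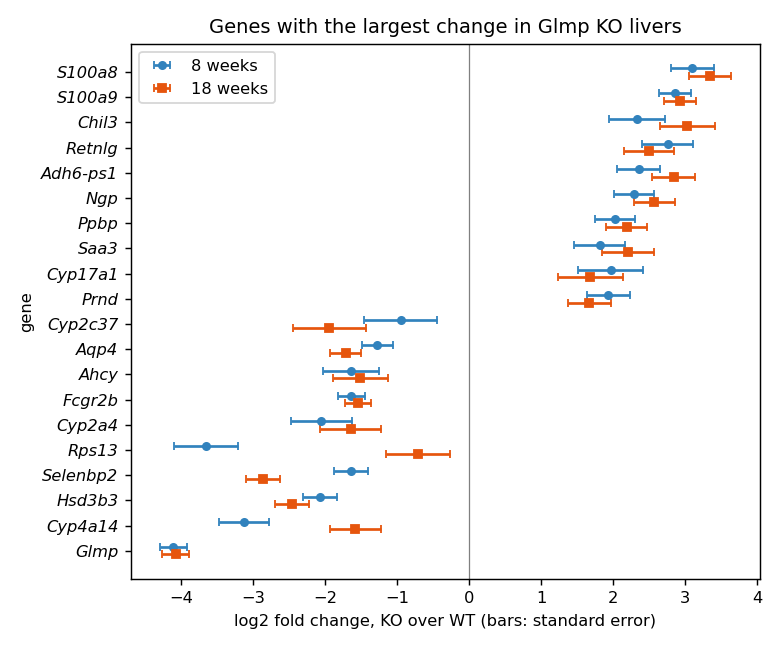
Log2 fold change of KO over WT (x axis) at 8 weeks and at 18 weeks for the 10 genes with the largest rise and the 10 with the largest fall (y axis). Points are differences between 4 KO and 4 WT livers, and bars are standard errors. S100a8 lies at 3.10 at 8 weeks and 3.34 at 18 weeks, and Rps13 at -3.65 and -0.72.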

We could not exclude effects of technical factors, such as RNA isolation, type of microarrays, etc. Therefore, we focused on pathway analyses, which are less sensitive to such effects compared to expression of individual genes.

### 2.2. Common KEGG and Reactome Pathways in Different Fibrotic Models

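Genes of neutrophils and of monocytes and macrophages rose together in the Glmp KO livers. Of 20 neutrophil genes, 16 were higher and none was lower (17 when adjusted over the list alone), with a score difference of 16.7 (standard error 1.61, adjusted p = 1.32e-06) and every KO liver above every WT liver. Among them were S100a8, S100a9, Retnlg and Ngp. Of 20 monocyte and macrophage genes, 15 were higher and none was lower (17 when adjusted over the list alone, score difference 8.31, standard error 1.48, adjusted p = 0.000309). Ly6c2, a surface protein of inflammatory monocytes, rose by 1.37 (standard error 0.19), Cybb, the catalytic subunit of the phagocyte NADPH oxidase, by 1.13 (0.20), and Lyz2, lysozyme, by 0.96 (0.13). Of 9 Kupffer cell genes, 3 were higher (6 higher and 1 lower when adjusted over the list alone), namely Cd5l, Vsig4 and Clec4f (0.86, 0.82 and 0.67), and the list did not pass (score difference 2.93, adjusted p = 0.0597), although it passed at 8 weeks (4.94, adjusted p = 0.034).
Among 1178 Reactome sets with 5 or more measured genes, 36 were higher and 33 lower in KO. The higher sets numbered 111 with quantile normalization again, 164 with arrayWeights and, chosen after seeing the data, 181 with no reference, and the lower sets 59 with arrayWeights and 52 with no reference. The higher sets included chemokine receptors binding chemokines, where 8 genes were higher and none lower (score difference 4.39, standard error 0.70, adjusted p = 0.00124), and immunoregulatory interactions between lymphoid and other cells, where 7 were higher (3.45, standard error 0.49, adjusted p = 0.000516). The number of higher sets was 63 without the KO array d at 8 weeks. It was 22 without the KO array a at 18 weeks or the WT array b at 8 weeks, 21 without the WT array d at 18 weeks, and 19 without the KO array b at 18 weeks, the KO array c at 8 weeks or the WT array a at 18 weeks. The number of lower sets was 20 without the KO array a or the WT arrays a or c at 18 weeks, 19 without the KO array b at 18 weeks, 18 without the WT array d at 18 weeks, and 17 without the WT array b at 8 weeks. With an estimated correlation no Reactome set passed in camera, and the sets named here had adjusted p = 0.31 with an estimated correlation for each. At each age alone, 8 sets were higher and 10 lower at 8 weeks, while at 18 weeks 2 were lower and by limma 0 higher, where 67 had a positive difference at an unadjusted p under 0.05.

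**Figure D3:**
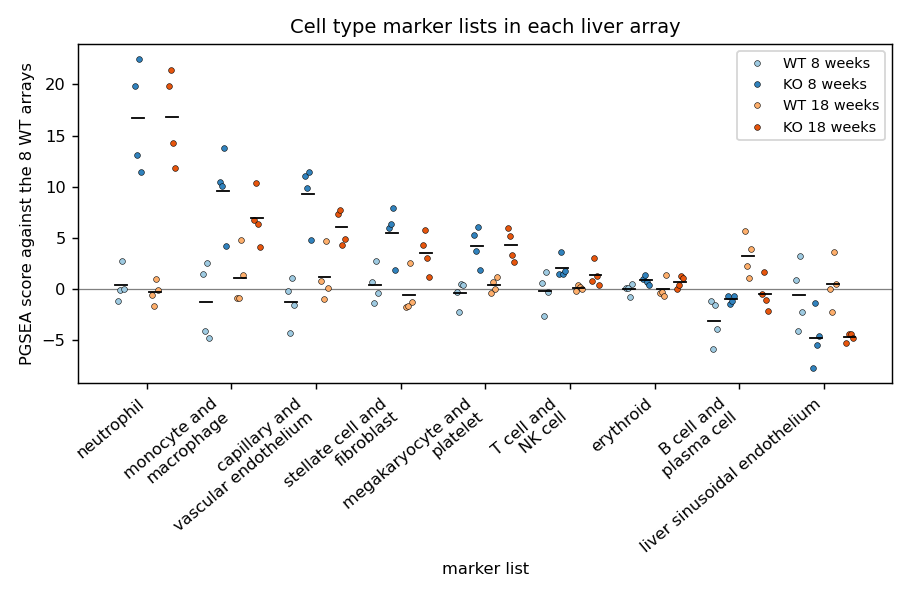
PGSEA score against the 8 WT arrays (y axis) of marker lists for 9 cell types (x axis) in each of the 16 liver arrays. Points are single mice colored by genotype and age, and lines are group means (n = 4). The neutrophil scores of the 8 KO livers lie above those of the 8 WT livers.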

Positively enriched KEGG (65) and Reactome (52) pathways common to all liver fibrotic models have roles in response to liver injury, repair, hemostasis, cancer, regulation of metabolism, development of fibrosis, and activation of the immune system (Tables S4 and S5). Both pathway analyses confirmed that models are most similar in positively enriched pathways (Table S3). 

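Lists of genes by which leukocytes find and enter tissue were higher in the Glmp KO livers. Of 22 measured chemokines and their receptors, 6 were higher and none was lower (11 when adjusted over the list alone, score difference 4.51, standard error 0.83, adjusted p = 0.000390). Cxcr2, a receptor of neutrophils, rose by 1.19 (standard error 0.12), Cxcl9, an interferon-induced chemokine that attracts T cells, by 0.93 (0.16), Ccr2, a receptor of monocytes, by 0.78 (0.16), and Ccl6, a chemokine of macrophages, by 0.67 (0.14). Of 21 cell adhesion molecules, 8 were higher and none was lower (10 and 1 when adjusted over the list alone, score difference 4.58, standard error 0.97, adjusted p = 0.00126). They included Itgb2, the β subunit of leukocyte integrins (0.72, standard error 0.12), Cdh5, the cadherin of endothelial junctions (0.69, standard error 0.12), and Itga4, an integrin of lymphocytes and monocytes (0.65, standard error 0.14).
Of 14 genes of the phagocyte oxidase and the phagosome, 6 were higher and none was lower (11 when adjusted over the list alone, score difference 5.40, standard error 1.29, adjusted p = 0.00274), among them Fcgr4, an Fc receptor for antibodies (0.80, standard error 0.18). Among 17 Toll-like receptors and adaptors, Tlr13, a sensor of bacterial ribosomal RNA, rose by 0.94 (0.19) and Tlr2, a receptor for bacterial lipoproteins, by 0.61 (0.11), while Tlr5, the receptor for flagellin, fell by 0.73 (0.15). That list counted 6 higher and 1 lower when adjusted over the list alone and did not pass (score difference 2.01, adjusted p = 0.0662). Cxcr2 is also in the neutrophil list, and Ccr2, Cybb and Clec7a are also in the list of monocytes and macrophages, so these lists overlap.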

At the intersection of different genetic models, there were many positively enriched KEGG pathways indicating an activation of a common transcriptional program in fibrosis regardless of the type of injury, age, or sex (Figure 2B). Common enriched Reactome and KEGG pathways were, with few exceptions, always enriched in the same direction in the models. One exception was AMPK (AMP-activated protein kinase) signaling, which was positively enriched in *Ikbkg* LKO and *Rbpj* LKO, but negatively in female *Cyp51* LKO (Figure 2B). Pathway analysis revealed that cellular organelles are affected during progression of fibrosis. For example, peroxisome pathways (Peroxisomal protein import, Peroxisome pathway) and Autophagy were negatively enriched while Lysosome was enriched positively. 

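Genes of peroxisomes and of autophagy were lower as lists in the Glmp KO livers, and lysosomal genes went both ways. Both lists lost the call with an estimated correlation, and that of autophagy also without 1 array in 9 of 16 fits. Of 33 peroxisomal genes, 2 fell and none rose (4 fell when adjusted over the list alone, score difference -2.93, standard error 0.79, adjusted p = 0.00548, and adjusted p = 0.196 with an estimated correlation). They were Pex11a, which takes part in the division of peroxisomes (-0.66, standard error 0.12, adjusted p = 0.00323), and Hsd17b4, an enzyme of peroxisomal β-oxidation (-0.31, standard error 0.08, adjusted p = 0.0488), whose call ended when any of 14 arrays was left out.
Of 37 autophagy genes, Ulk1, the kinase that starts autophagy, fell by 0.42 (standard error 0.10, adjusted p = 0.0173), and 3 fell when adjusted over the list alone. The list was lower, with a score difference of -1.87 (standard error 0.70, adjusted p = 0.0403), and had an adjusted p = 0.287 with an estimated correlation. Its call also ended without the KO arrays d at 8 weeks and c at 18 weeks (adjusted p = 0.121), within a range from 0.000414 to 0.287 over all alternatives.
Of 48 lysosomal genes, 4 rose and 1 fell (6 and 4 when adjusted over the list alone). Ctss, a cathepsin of antigen-presenting cells, rose by 0.92 (0.14), Laptm5, a lysosomal protein of blood cells, by 0.78 (0.15), Cd63, a tetraspanin, by 0.75 (0.12), and Cd68, a macrophage marker, by 0.70 (0.16), a call that ended without 1 array. Laptm5 and Cd68 also stand in the list of monocyte and macrophage genes. Npc1, which exports cholesterol from lysosomes, fell by 0.63 (0.14, adjusted p = 0.0135). The lysosome list did not pass (score difference 0.61, adjusted p = 0.625).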

Interestingly, with exception of *Glmp* KO and the male *Cyp51* LKO, HCC pathway was enriched positively, indicating an early commitment of liver cells towards cancer in these models.

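Of 16 measured genes known from hepatocellular carcinoma or the fetal liver, 3 were higher in the Glmp KO livers and none was lower (5 when adjusted over the list alone). Mest, an imprinted gene of fetal tissue, rose by 1.77 on the log2 scale (standard error 0.19, adjusted p = 9.20e-06), and the others were Ccnd1, cyclin D1, and Cd63. The list was higher as a whole, with a score difference of 3.81 (standard error 0.84, adjusted p = 0.00172), and adjusted p = 0.104 with an estimated correlation. In 5 of the 8 KO livers the score lay above that of every WT liver. The KEGG pathway itself was not analysed here.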

### 2.3. Mouse Genetic Models Show Overlapping Transcriptome Signatures with Human NAFLD and NASH

It is important to compare the mouse genetic models of hepatic fibrosis to human NAFLD and NASH. We selected a list of enriched KEGG pathways calculated by GSEA (Gene set enrichment analysis) in patients with NAFLD (N = 27) and NASH (N = 25) as presented in Teufel et al. [18], where liver transcriptome data from NAFLD and NASH patients of both sexes were compared to control (N = 39) and healthy obese (N = 25) patients and also to mouse female diet models. In our analyses, we used the Teufel data for direct comparison of our pGSEA (Parametric gene set enrichment analysis) analyses from genetic models with data from patients with NAFLD and NASH (Table S6). 

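The lists of cell division and of p53 targets were higher in the Glmp KO livers. That of antigen presentation was higher as well, but not with an estimated correlation (adjusted p = 0.0917). Of 30 cell cycle genes, 6 were higher and none was lower (23 when adjusted over the list alone, score difference 5.98, standard error 1.15, adjusted p = 0.000561), and all 30 had a positive fold change. Ccnd1, which drives entry into the cycle, rose by 1.21 (standard error 0.14, adjusted p = 3.01e-05), Ccna2, cyclin A, by 0.92 (0.20, adjusted p = 0.0127), Top2a, a topoisomerase of dividing cells, by 0.74 (0.15), and Plk1, a mitotic kinase, by 0.54 (0.12). Of 19 targets of p53, 6 were higher and none was lower (10 when adjusted over the list alone, score difference 4.07, standard error 0.55, adjusted p = 3.18e-05). Cdkn1a, the cell cycle inhibitor p21, rose by 1.65 (0.11, adjusted p = 2.29e-08), Tnfrsf10b, a death receptor, by 0.79 (0.12), and Eda2r, another receptor of that family, by 0.78 (0.11).
Of 10 genes of MHC class II presentation, 4 were higher and none was lower (5 when adjusted over the list alone, score difference 3.87, standard error 1.02, adjusted p = 0.00464), and 1 KO liver lay above every WT liver. The score difference was 6.54 at 8 weeks (adjusted p = 0.00284) and 1.19 at 18 weeks, where it did not pass (adjusted p = 0.551), and the ages did not differ by the test (adjusted p = 0.459). H2-Ab1 and H2-Aa, the chains of a class II molecule, rose by 1.13 (0.16) and 1.06 (0.17), and H2-Eb1 by 0.65 (0.16), a call that ended when any of 6 arrays was left out. The other was Ctss. Of 16 interferon-induced genes, 3 were higher and none was lower (10 when adjusted over the list alone, score difference 4.14, standard error 1.02, adjusted p = 0.00335). Besides Cxcl9, Isg15, a ubiquitin-like antiviral protein, rose by 0.55 (0.13), and Oas2, an antiviral synthetase, by 0.78 (0.20), a call that ended when any of 10 arrays was left out. Macrophage and neutrophil markers rose in the same livers.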

There were many common, positively enriched KEGG signaling pathways between mouse genetic models and human NAFLD and NASH, which is in line with a common fibrotic program (Table 1). Interestingly, the genetic fibrotic models had a much higher overlap of enriched KEGG pathways with human NAFLD and NASH compared to dietary mouse models reported in Teufel et al. [18]. This was surprising since in humans, diet is supposed to be a crucial factor in the majority of NAFLD cases. However, we cannot exclude that some of the observed distinctions were not due to differences between humans and mice or due to diet, but might be linked to sex. Our mouse models were of both sexes while Teufel data included NAFLD and NASH patients of both sexes and only female dietary mouse models.

### 2.4. Negative Enrichment of Metabolic Pathways in Fibrosis

We discovered that negative enrichment of metabolic pathways is a hallmark of fibrosis. From basic metabolism, bile and fatty acids (linoleic), steroid hormone, ketone, butanoate, nitrogen, heme, and branched-chain amino acid-related KEGG and Reactome pathways were enriched negatively in the four genetic fibrotic models (Table 2, Tables S4 and S5). 

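Lists of linoleic and arachidonic acid enzymes, of branched-chain amino acid breakdown, of butanoate metabolism and of bile acid and drug transporters were lower in the Glmp KO livers, and the call of the first 3 was lost with an estimated correlation. Of 26 enzymes of linoleic and arachidonic acid, 8 fell and 3 rose (11 and 4 when adjusted over the list alone). Cyp2c54 and Cyp2c38, epoxygenases of the Cyp2c family, fell by 0.98 (standard error 0.19) and 0.96 (0.14), while Alox5ap, which presents arachidonic acid to the lipoxygenase of leukocytes, rose by 0.93 (0.14), as did Tbxas1 and Alox12 of platelets. As a whole it was lower (score difference -3.58, standard error 0.71, adjusted p = 0.000717), with adjusted p = 0.191 with an estimated correlation. Of 16 transporters of bile acids and drugs, 2 fell and none rose (10 fell when adjusted over the list alone, score difference -3.63, standard error 0.53, adjusted p = 5.19e-05). They were Abcc3, a basolateral exporter (-0.99, standard error 0.13, adjusted p = 0.000116), and Abcg8, a part of the sterol exporter into bile (-0.66, standard error 0.12, adjusted p = 0.00290).
Of 21 genes for the breakdown of branched-chain amino acids, Bckdhb, a subunit of the dehydrogenase that commits them to oxidation, fell by 1.22 (0.13, adjusted p = 1.66e-05), and Mccc1, a carboxylase of leucine breakdown, by 0.54 (0.12). None rose, 3 fell when adjusted over the list alone, and the list was lower (score difference -2.56, standard error 0.64, adjusted p = 0.00371), with adjusted p = 0.194 with an estimated correlation. Of 12 genes of butanoate metabolism, Acsm5, a medium-chain acyl-CoA synthetase, fell by 0.51 (0.10), and Acat1, a mitochondrial thiolase, by 0.32 (0.08), a call that ended when any of 14 arrays was left out. The count was 6 when adjusted over the list alone, and the list was lower (score difference -2.67, standard error 0.63, adjusted p = 0.00259), with adjusted p = 0.102 with an estimated correlation.
The lists for ketone bodies, for nitrogen and the urea cycle and for heme did not pass. Of 5 ketone body genes, 2 fell, Acat1 and Bdh2, a hydroxybutyrate dehydrogenase (-0.48, standard error 0.10), with 1 higher and 3 lower when adjusted over the list alone (score difference -0.55, adjusted p = 0.396). Of 12 genes of nitrogen metabolism, Car3, a carbonic anhydrase, fell by 0.35 (0.09), a call that ended when any of 8 arrays was left out (3 lower when adjusted over the list alone, score difference -1.14, adjusted p = 0.109). Of 13 heme genes none passed in limma, and 2 were lower when adjusted over the list alone (score difference -0.85, adjusted p = 0.367). The closest were Slco1b2, a hepatic uptake transporter (-0.36, standard error 0.10, adjusted p = 0.0512), and Alad, which makes porphobilinogen (-0.41, standard error 0.12, adjusted p = 0.0606).

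**Figure D4:**
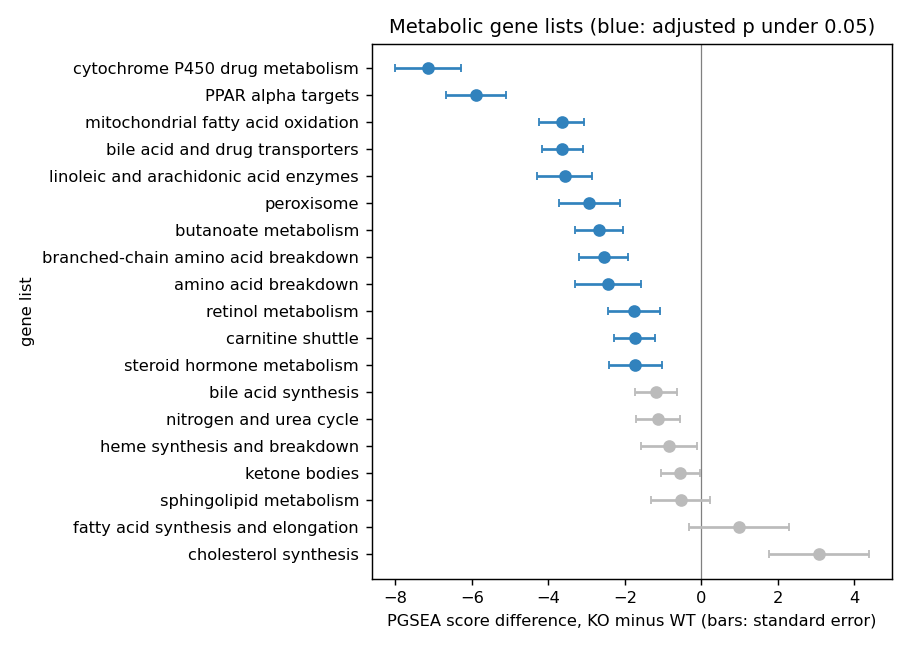
PGSEA score difference of KO minus WT (x axis) for 19 metabolic gene lists (y axis). Points are averages over both ages (8 KO and 8 WT livers), bars are standard errors, and lists in blue passed at an adjusted p under 0.05. The list of cytochrome P450 drug metabolism lies lowest, at -7.14.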

Most importantly, the upstream pathways regulating metabolism were also negatively enriched, such as several nuclear receptors, IGF1R (Insulin like growth factor 1 receptor) and insulin signaling (Table S5). In contrast, Glycosphingolipid and Sphingolipid metabolism and its signaling were positively enriched in all models except *Glmp* KO. These results indicate that the modulation of metabolic pathways happens regardless of the type of injury, metabolic state, or sex, and also in absence of dietary manipulation.

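Of 27 measured nuclear receptors, 5 fell in the Glmp KO livers and none rose (5 lower and 1 higher when adjusted over the list alone). Nr1d1 and Nr1d2, the REV-ERB repressors of the circadian clock, fell by 0.95 (standard error 0.15, adjusted p = 0.000571) and 0.74 (0.11, adjusted p = 0.000298). Nr1i3, the xenobiotic receptor CAR, fell by 0.88 (0.21, adjusted p = 0.0197), Ppara by 0.48 (0.11, adjusted p = 0.0137) and Pparg by 0.38 (0.10, adjusted p = 0.0463), a call that ended when any of 15 arrays was left out. The list nuclear receptors was lower (score difference -2.23, standard error 0.72, adjusted p = 0.0182), with adjusted p = 0.196 with an estimated correlation, and its call also ended without the KO arrays d at 8 weeks and c at 18 weeks (adjusted p = 0.0633, within a range from 0.000966 to 0.196 over all alternatives).
Of 30 genes of insulin and IGF1 signalling, 2 rose and 1 fell (2 and 1 when adjusted over the list alone). Igfbp1, which binds insulin-like growth factors and is made by the fasting liver, rose by 0.73 (0.16), Grb10, an adaptor that restrains the insulin receptor, rose by 0.66 (0.11), and Igfals fell. The fold change of Igf1r was -0.10 (standard error 0.12, adjusted p = 0.797), and the list did not pass (score difference -0.49, adjusted p = 0.615). The Reactome sets for IGF1R signalling and the insulin receptor cascade had score differences of -1.54 (standard error 0.48, adjusted p = 0.0732) and -1.52 (standard error 0.49, adjusted p = 0.0772).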

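Sphingolipid genes did not move one way in the Glmp KO livers. Of 40 measured genes of sphingolipid metabolism, 1 rose and 3 fell (4 and 3 when adjusted over the list alone), and the list did not pass (score difference -0.55, standard error 0.78, adjusted p = 0.615). Plpp1, a phosphatase of lipid phosphates, rose by 0.53 (standard error 0.11, adjusted p = 0.00768), while its relative Plpp3 fell by 0.45 (0.11), a call that ended when any of 5 arrays was left out. Sgms2, a sphingomyelin synthase, fell by 0.37 (0.09, adjusted p = 0.0315) and Gba2, a glucosylceramidase, by 0.34 (0.09, adjusted p = 0.0485), calls that ended when any of 11 and any of 15 arrays was left out. Of 24 genes of glycosphingolipid metabolism, A4galt, the synthase of globotriaosylceramide, rose by 0.37 (0.10), a call that ended when any of 12 arrays was left out, and Gba2 fell (1 and 1 when adjusted over the list alone). That list did not pass either (score difference 0.24, standard error 0.59, adjusted p = 0.760).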

Focusing on more unique pathways and DEGs that are not common among models, we observed distinct changes in metabolism of almost all amino acids, carbohydrates, vitamins, cofactors, and energy metabolism, exposing female *Cyp51* LKO and male *Ikbkg* LKO models as the most affected (Table 2). These results propose specific metabolic programs and the existence of different metabolic subtypes depending on the type of injury, stage of fibrosis or sex. In conclusion, data from genetic fibrotic models exposed a wide array of metabolic rearrangements as the hallmark of the fibrosis program.

### 2.5. Genome-Scale Metabolic Models Confirmed Rearrangements in Lipid Metabolism Pathways

Since metabolic rearrangements were enriched in pathway analyses, we used GEMs to simulate and predict metabolic fluxes at systems-level using transcriptome data. 

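Of 21 measured genes of mitochondrial fatty acid oxidation, 7 fell in the Glmp KO livers and none rose (11 when adjusted over the list alone), and all 21 had a negative fold change. Eci2, an isomerase for the oxidation of unsaturated fatty acids, fell by 0.66 (standard error 0.12, adjusted p = 0.00203), Acad11, an acyl-CoA dehydrogenase, by 0.45 (0.11, adjusted p = 0.0202) and Cpt2, which releases acyl-CoA inside the mitochondrion, by 0.44 (0.09, adjusted p = 0.00569). Acot2, a mitochondrial thioesterase, fell by 0.60 (0.16, adjusted p = 0.0391), a call that ended when any of 9 arrays was left out, and that of Acad11 ended without 1 array. Together they were lower, with a score difference of -3.65 (standard error 0.59, adjusted p = 0.000130), and in 7 of the 8 KO livers its score lay below that of every WT liver.
Of 22 genes for the synthesis and elongation of fatty acids, Pnpla3, a lipid droplet protein induced by feeding, rose by 0.74 (0.19, adjusted p = 0.0388), a call that ended when any of 10 arrays was left out, and 1 rose when adjusted over the list alone. As a list these did not pass (score difference 0.99, standard error 1.30, adjusted p = 0.581).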

Figure 3 represents statistically significant changes in GEMs common to at least three models, with the majority involved in fatty acids metabolism (synthesis, oxidation, transport) in different cellular compartments (cytosol, mitochondria, peroxisome). Importantly, several sterol-related GEMs were affected by fibrosis, such as cholesterol and bile acid synthesis, cholesterol esters and steroid metabolism (Figure 3). 

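Of 19 measured genes of cholesterol synthesis, 5 rose in the Glmp KO livers and none fell (8 when adjusted over the list alone). Pmvk, phosphomevalonate kinase, rose by 0.60 (standard error 0.12, adjusted p = 0.00824), and Fdps, farnesyl diphosphate synthase, by 0.54 (0.12, adjusted p = 0.0188). Mvd, which decarboxylates mevalonate, Insig1, a sterol sensor, and Hmgcs1, which makes HMG-CoA, rose by 0.63 (0.17), 0.46 (0.12) and 0.40 (0.11), calls that ended when any of 15, 9 and 12 arrays was left out. The fold change of Cyp51, the sterol demethylase, was 0.16 (standard error 0.11, adjusted p = 0.605). Cholesterol genes were not tested without those on the chromosome of Glmp, where linked DNA stays open. The list did not pass (score difference 3.08, standard error 1.30, adjusted p = 0.0610, but 4.99 and adjusted p = 0.0424 at 8 weeks), with adjusted p from 8.56e-07 to 0.199 over its 27 alternatives.
Of 18 genes of bile acid synthesis, 1 rose and 2 fell (1 and 4 when adjusted over the list alone). Cyp7a1, the rate-limiting enzyme, rose by 0.64 (0.14, adjusted p = 0.0124), while Akr1d1, a steroid reductase, fell by 0.43 (0.10, adjusted p = 0.0140), as did Hsd17b4. The list did not pass (score difference -1.19, standard error 0.56, adjusted p = 0.0900), and its adjusted p lay between 0.00827 and 0.545 over the alternatives.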

The levels of liver cholesterol, cholesterol esters and bile acids were decreased in the *Cyp51* M LKO model, indicating that similar conditions might be present in other genetic models [10]. 

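Genes of glycerolipids went both ways in the Glmp KO livers. Of 32 genes of triglycerides and lipid droplets, 3 rose and 4 fell (3 and 5 when adjusted over the list alone). Fabp4, a fatty acid-binding protein of fat, macrophages and capillaries, rose by 1.48 (standard error 0.22, adjusted p = 0.000431), and Cd36, a fatty acid transporter, by 0.66 (0.15, adjusted p = 0.0185), a call that ended in a model without the interaction of age and genotype. Lpl was the other. Ces1d and Ces1f, carboxylesterases of the liver, fell by 0.61 (0.12) and 0.39 (0.10), beside Ces1e and Angptl4. As a list they did not pass (score difference -1.46, standard error 0.96, adjusted p = 0.217). The paper reports the Reactome sets for triglyceride metabolism and catabolism as positively enriched in the Glmp KO. This list was not drawn from those sets.
Of 25 genes of glycerophospholipid metabolism, 4 rose and 2 fell (7 and 3 when adjusted over the list alone). Gdpd3 and Gdpd1, lysophospholipases that release lysophosphatidic acid, rose by 0.99 (0.19, adjusted p = 0.00454) and 0.67 (0.12, adjusted p = 0.00274), and Lpcat2, which makes phosphatidylcholine and platelet-activating factor, by 0.63 (0.13). Pla2g6, a phospholipase, fell by 0.59 (0.09, adjusted p = 0.000571), as did Plpp3. The list did not pass (score difference 1.31, standard error 0.89, adjusted p = 0.228).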

Several other lipid pathways were rearranged during fibrosis, such as glycerolipid, glycerophospholipid and sphingolipid pathways. GEM analyses also detected changes in carnitine shuttle, transport reactions and retinol metabolism. 

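Of 12 measured genes of the carnitine shuttle, 3 fell in the Glmp KO livers and none rose (5 lower and 1 higher when adjusted over the list alone). Besides Cpt2, they were Slc22a5, the carnitine transporter (-0.55, standard error 0.13, adjusted p = 0.0233), and Bbox1, the last enzyme of carnitine synthesis (-0.51, standard error 0.14, adjusted p = 0.0499), calls that ended when any of 4 and any of 13 arrays was left out. The list was lower (score difference -1.75, standard error 0.54, adjusted p = 0.0135), with adjusted p = 0.145 with an estimated correlation.
Of 23 genes of retinol metabolism, 2 fell and none rose (4 when adjusted over the list alone), Retsat and Rdh16, a retinol dehydrogenase (-0.51, standard error 0.12, adjusted p = 0.0248), whose call ended when any of 4 arrays was left out. The list was lower (score difference -1.76, standard error 0.68, adjusted p = 0.0439), with adjusted p = 0.249 with an estimated correlation. Its call also ended without 1 array in 11 of 16 fits and without the KO arrays d at 8 weeks and c at 18 weeks (adjusted p = 0.108), within a range from 0.000567 to 0.249.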

Again, each model exhibited a unique combination of metabolic rearrangement. Importantly, the GEM analyses confirmed the global rearrangement of lipid homeostasis as a part of the common program in liver fibrosis. Moreover, GEM analyses indicated that the type of injury defined which cellular compartment was affected and in what way.

### 2.6. Enrichment of Transcription Factors Exposed Variability in Metabolic Regulators

Transcription factors (TFs) are upstream regulators of metabolism and are thus upstream of metabolic pathways in KEGG and Reactome, adding another level of understanding. The majority of TFs were positively enriched (Tables S3 and S7). 

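Of 17 measured targets of estrogen receptor alpha, 2 were higher in the Glmp KO livers and none was lower (4 and 1 when adjusted over the list alone). They were Ccnd1 and Hmgcs1. The list did not pass (score difference 1.69, standard error 0.76, adjusted p = 0.0728), and its adjusted p lay between 0.00462 and 0.224 over the alternatives. The genes of the subunits of NF-Y had log2 fold changes of 0.03 for Nfya (standard error 0.12, adjusted p = 0.937), -0.15 for Nfyb (0.11, adjusted p = 0.632) and -0.13 for Nfyc (0.10, adjusted p = 0.633). Ets1, which encodes c-ETS-1, had 0.11 (0.09, adjusted p = 0.668). The binding site sets of these factors were not analysed here.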

Twenty TFs were enriched in all genetic fibrotic models, among them estrogen receptor alpha (ERα), NF-Y, c-ETS-1, and an additional 16 were common to four S7). All were enriched positively and involved in the regulation of the immune system, cancer, or metabolic or hormone pathways. Several nuclear receptors regulating lipid metabolism and estrogen receptor α were enriched, coinciding with enrichment of Reactome pathways related to estrogen receptor and nuclear receptors (Figure 4A). Cytoscape analysis using the STRING database revealed a network of interactions between the common TFs regulating lipid metabolism and common TFs regulating cancer pathways and the immune system (Figure 4B). It is important to note that the enrichment of TFs regulating lipid metabolism varied among the studied genetic models (Figure 4A). For example, E2F-1 (E2F transcription factor 1), a mediator of sustained lipogenesis and contributor to hepatic steatosis, was enriched positively in *Ikbkg* LKO and *Rbpj* LKO, and negatively in *Glmp* KO, coinciding with histological findings. 

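Of 22 measured targets of E2F-1, listed from textbook knowledge, 3 were higher in the Glmp KO livers and none was lower (7 when adjusted over the list alone). Rbl1, the pocket protein p107, rose by 0.54 (standard error 0.11, adjusted p = 0.00731), and Pcna, the sliding clamp of DNA replication, by 0.46 (0.08, adjusted p = 0.00173), beside Ccna2. The list was higher, with a score difference of 2.92 (standard error 0.65, adjusted p = 0.00182), and 21 of its 22 genes had a positive fold change. In 6 of the 8 KO livers the score lay above that of every WT liver. E2f1 itself had a fold change of 0.19 (standard error 0.10, adjusted p = 0.441). The binding site sets of the paper's transcription factor database were not analysed here.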

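Targets of PPARα were lower as a list in the Glmp KO livers, and targets of the other lipid-sensing receptors went both ways. Of 20 measured PPARα targets, 8 fell and 1 rose (13 and 1 when adjusted over the list alone), with a score difference of -5.90 (standard error 0.79, adjusted p = 3.18e-05) and all 8 KO livers below every WT liver. Beside Cyp4a14, the largest falls were those of Angptl4, an inhibitor of lipoprotein lipase (-1.27, standard error 0.22, adjusted p = 0.00188), Vnn1, a pantetheinase (-1.01, standard error 0.20, adjusted p = 0.00726), and Cyp4a31, a fatty acid hydroxylase (-0.97, standard error 0.17, adjusted p = 0.00171). Cd36 was the gene that rose.
Of 16 PPARγ targets, Fabp4, Cd36 and Lpl rose and Pparg fell (3 and 2 when adjusted over the list alone), and the list did not pass (score difference 0.46, standard error 1.13, adjusted p = 0.760). Of 12 genes listed as targets of VDR from general knowledge, 2 rose and 1 fell (3 and 3 when adjusted over the list alone, score difference 1.43, standard error 0.73, adjusted p = 0.110), with adjusted p from 0.0136 to 0.509 over the alternatives. Camp, the antimicrobial peptide cathelicidin, which neutrophils also make, rose by 1.32 (0.22). Neutrophil genes rose in the same livers, so the rise of Camp cannot be read as VDR activity. Tlr2 rose as well, and Cyp3a11, a drug-metabolizing enzyme, fell by 0.41 (0.11), a call that ended when any of 11 arrays was left out. Of 15 LXR targets, Lpl and Cyp7a1 rose, and Abcg8 and Mylip, a ligase that degrades the LDL receptor, fell (3 and 3 when adjusted over the list alone, score difference -0.27, standard error 0.77, adjusted p = 0.775). Mylip had a fold change of -0.42 (0.11), and its call ended when any of 11 arrays was left out. Of 13 FXR targets, Cyp7a1 rose (1 and 1 when adjusted over the list alone, score difference -0.63, standard error 0.67, adjusted p = 0.470). The score counts every target with the same sign, whether its receptor raises or lowers it. It thus gives no direction of FXR activity. The genes of the receptors themselves had fold changes of -0.25 for Rxra (standard error 0.12, adjusted p = 0.338), -0.07 for Vdr (0.13, adjusted p = 0.883), 0.14 for Nr1h3, which encodes LXRα (0.11, adjusted p = 0.625), and -0.15 for Nr1h4, which encodes FXR (0.10, adjusted p = 0.546).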

PPARγ:RXRα (Peroxisome proliferator activated receptor gamma: Retinoid X receptor alpha), RXRα, and VDR (Vitamin D receptor) were positively enriched in at least three models, LXRα (Liver X receptor alpha) and PPARα (Peroxisome proliferator activated receptor alpha) in two to three, while FXR (Farnesoid X receptor) was not enriched at all. Another known lipid regulator is SREBP1 (Sterol regulatory element-binding protein 1), which was positively enriched in *Rbpj* LKO, and negatively in *Ikbkg* LKO. These data indicate that the combination of enriched TFs, the regulators of metabolism, could depend on genetic background and could be used to predict the metabolic subtypes of fibrosis.

## 3. Discussion

While it is believed that fibrosis can arise through a multitude of causes, it is nevertheless reasonable to believe that a common “fibrotic program” is hidden beneath that. To address this hypothesis, we used systems medicine approaches and pathway analyses to decipher transcriptome signatures of four genetic mouse models of liver fibrosis, one available in both sexes. In each of these models, a single gene has been knocked out and no dietary or chemical manipulation was used. Malfunction of genes with very different biological roles (cholesterol biosynthesis, notch and nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) signaling, and unknown lysosomal membrane protein) resulted in liver fibrosis, which progressed to liver cancer.

Herein we show that despite the different genetic insults, different sex, age, and the disease stage, a common fibrotic transcriptional program was identified (Figure 5). Positively enriched KEGG and Reactome pathways were predominantly involved in the immune system, extracellular matrix, cell-cell communication, hemostasis, and cancer. This common program is very similar to human NAFLD and NASH [18]. 

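The lists of collagens, of matrix remodelling and of stellate cells and fibroblasts were higher in the Glmp KO livers, and most of their genes did not pass. Of 26 genes of collagens and matrix, 6 were higher and none was lower (8 when adjusted over the list alone). Col4a2 and Col4a1, the chains of basement membrane collagen, rose by 0.71 (standard error 0.11, adjusted p = 0.000597) and 0.66 (0.13, adjusted p = 0.00708), Col3a1, a chain of fibrillar collagen, by 0.44 (0.10, adjusted p = 0.0146), and Nid1, a basement membrane linker, by 0.59 (0.16), a call that ended when any of 11 arrays was left out. The list was higher (score difference 2.81, standard error 0.87, adjusted p = 0.0135), with no KO liver above every WT liver and adjusted p = 0.145 with an estimated correlation. Of 20 genes of matrix remodelling, 4 were higher and none was lower (4 when adjusted over the list alone, score difference 3.44, standard error 0.87, adjusted p = 0.00385, and adjusted p = 0.115 with an estimated correlation). Mmp8 and Mmp9, a collagenase and a gelatinase that neutrophils carry in their granules, rose by 1.62 (0.13) and 0.76 (0.12), and both also stand in the neutrophil list. Plat and Plau, the plasminogen activators, rose by 0.49 (0.11) and 0.39 (0.09), and the call of Plau ended when either of 2 arrays was left out.
Of 21 genes of stellate cells and fibroblasts, 8 were higher and none was lower (13 when adjusted over the list alone, score difference 4.6, standard error 0.99, adjusted p = 0.00138). Lum, the proteoglycan lumican, rose by 0.98 (0.11, adjusted p = 2.28e-05), Sparc, a collagen-binding matrix protein, by 0.83 (0.10, adjusted p = 6.21e-05), Vim, vimentin, by 0.70 (0.12), a call that ended with the mean of its transcript clusters, and Tagln, an actin-binding protein of myofibroblasts, by 0.58 (0.11). The Reactome set for the organization of the extracellular matrix held 24 higher genes and 1 lower gene of 242 (score difference 4.70, standard error 1.08, adjusted p = 0.0154), with adjusted p = 0.807 with an estimated correlation.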

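The list of platelet genes was higher in the Glmp KO livers. Of 12 measured genes of megakaryocytes and platelets, 4 were higher and none was lower (7 and 1 when adjusted over the list alone, score difference 4.26, standard error 0.72, adjusted p = 0.000184), with all 8 KO livers above every WT liver. Ppbp, the platelet basic protein, rose by 2.10 (standard error 0.20, adjusted p = 2.52e-06), Pf4, platelet factor 4, by 0.69 (0.15, adjusted p = 0.0131), Gp9, a platelet glycoprotein, by 0.62 (0.13, adjusted p = 0.00901), and Tbxas1, thromboxane synthase, by 0.48 (0.10, adjusted p = 0.00966). Of 17 coagulation factors made by hepatocytes, Pros1, protein S, rose by 0.35 (0.10, adjusted p = 0.0484), a call that ended when any of 14 arrays was left out. That list counted 1 higher and 3 lower when adjusted over the list alone and did not pass (score difference -1.26, standard error 0.53, adjusted p = 0.0601, but -2.16 and adjusted p = 0.034 at 8 weeks), with adjusted p from 0.00979 to 0.819 over the alternatives. The Reactome sets for hemostasis and for platelet activation had score differences of 4.41 (standard error 1.37, adjusted p = 0.0711) and 3.33 (standard error 1.08, adjusted p = 0.0819). Both passed with no reference, chosen after seeing the data (adjusted p = 0.00186 for each), and in camera with the preset correlation (0.00959 and 0.00624). In camera with an estimated correlation they did not pass (adjusted p = 0.842 and 0.843). The Reactome set named fatty acids, which holds cytochromes P450 that oxidize them, was lower with 3 of 17 genes lower and none higher (score difference -3.91, standard error 0.66, adjusted p = 0.00199, and adjusted p = 0.311 with an estimated correlation).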

Downregulation of fatty acid metabolism and positive enrichment of platelets and hemostasis-related pathways is a hallmark of our data as well as transcriptomes of human NASH [19,20,21,22,23].

The negative enrichment of liver metabolic pathways indicates a molecular link between disrupted energy homeostasis and cell cycle control, which could be crucial for the development of NASH-related HCC [24]. Pathway analyses and GEMs detected wide rearrangements in the metabolism of sphingolipids, ketones, bile, linoleic, and fatty acids, as well as branched amino acids in all genetic models of fibrosis. These groups of metabolites present potential serum biomarkers of NAFLD/NASH progression since the changes seem to be independent of the etiology of the disease. Furthermore, they represent potential new diagnostic and prognostic biomarkers of liver diseases in humans (Table 3). Bile acids are an example of a potential common serum biomarker of liver diseases. A potential prognostic biomarker was identified by a metabolomics prospective study where serum fatty acids, including linoleic and α-linoleic acids, were lower before the occurrence of cirrhosis in patients in comparison to healthy controls [25]. The observed model-specific changes in transcriptome signatures could reflect the unique metabolic rearrangements among fibrotic models (Figure 6). For example, the female *Cyp51* LKO model has upregulated genes, indicating increase in GM2 ganglioside and decrease in GM3 ganglioside, while the male *Cyp51* LKO, *Ikbkg* LKO and *Rbpj* LKOs have potentially increased GM3 ganglioside. 

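Of 34 measured lipid genes drawn in Figure 6, 2 rose and 2 fell in the Glmp KO livers (2 and 2 when adjusted over the list alone), and 30 did not pass. The study chose them, so their directions are not independent evidence. Those that rose were Plpp1 and Alox12, the arachidonate lipoxygenase of platelets, with a log2 fold change of 0.45 (standard error 0.11, adjusted p = 0.0253), a call that ended when any of 5 arrays was left out. Those that fell were Gba2 and Hsd17b4. Among the genes of gangliosides and ceramide, B3galnt1, a globoside synthase, had a fold change of 0.37 (standard error 0.17, adjusted p = 0.306), and Ugcg, which makes glucosylceramide, -0.25 (0.10, adjusted p = 0.213). Smpd1, the acid sphingomyelinase of lysosomes, had -0.27 (0.11, adjusted p = 0.243), and Cyp27a1, a sterol hydroxylase of bile acid synthesis, -0.24 (0.12, adjusted p = 0.392).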

Overall, it seems very plausible that serum metabolites reflect the stage of liver disease and the patient’s metabolic state, and could enable differentiation of metabolic subtypes of NAFLD, NASH, and beyond. For example, C4 (7-alpha-hydroxy-4-cholesten-3-one), a bile acid intermediate used to assess liver bile acid biosynthesis, was increased in obese NAFLD patients [26], but decreased in lean patients [27]. A combination of serum metabolites could be used for patient stratification in personalized medicine. This is further supported by the fact that also in genetic models of liver fibrosis significant changes in blood and liver metabolites were observed [10,12,13,16,28]. For example, bile acids were increased in serum of *Glmp* KO, while they were decreased in bile in *Cyp51* F and M LKO. A decrease in blood TAG and non-esterified fatty acids was observed in *Glmp* KO, no change was observed in blood TAG in *Ikbkg* LKO model, while liver TAG were increased in both models. A decrease in liver total cholesterol was observed only in *Cyp51* M LKO, while esterified liver cholesterol was decreased in *Cyp51* F and M LKO. Plasma total and LDL cholesterol were increased in *Cyp51* M LKO, while no changes were observed in *Cyp51* F LKO and *Ikbkg* LKO model. A decrease in blood glucose was observed in *Glmp* KO and *Ikbkg* LKO, while in liver, glycogen deposits accumulated in the Ikbkg LKO model. More importantly, we emphasize that these genetic models develop metabolic rearrangements similar to NAFLD and NASH without obesity, dietary or chemical manipulation. We propose that overall metabolic rearrangements are crucial for the “fibrotic transcriptional program”. However, type of the injury, stage of fibrosis and sex, define the direction, degree and type of metabolic pathway affected.

Applying different approaches and databases enabled a fresh perspective on the fibrotic transcriptome data, also allowing us to consider transcription factors as major regulators of cellular metabolism. The Reactome pathways nuclear receptor transcription pathway and regulation of lipid metabolism by peroxisome proliferate-activated receptor-α were negatively enriched, while signaling by nuclear receptors and extra-nuclear estrogen signaling were positively enriched. This underlines the importance of transcriptional reprogramming of metabolism in fibrosis. 

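The Reactome nuclear receptor transcription pathway was lower in the Glmp KO livers, with 5 of its 45 measured genes lower and none higher. Its score difference was -1.93 (standard error 0.53, adjusted p = 0.0399), with adjusted p = 0.763 with an estimated correlation. The set for regulation of lipid metabolism by PPARα, Regulation_of_lipid_metabolism_by_Peroxisome_proliferator-activated_receptor_alpha_PPARalpha_ in Reactome, held 16 measured genes, of which 1 was lower. Its score difference was -2.27 (standard error 0.80, adjusted p = 0.115). The sets for signalling by nuclear receptors and extra-nuclear estrogen signalling were not analysed here.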

Recent studies exposed a suppression of liver-identity transcription factors induced by liver injury [51]. Two models, female *CYP51* LKO and *Ikbkg* LKO, exhibit a suppression of these TFs. Furthermore, several TFs regulating the lipid metabolism were enriched, such as PPARγ, RXRα, VDR, PPARα, SREBF1C, and LXR. Their expression is affected by NAFLD or NASH progression in human livers (Table 3). However, enrichment of these TF was not overlapping among genetic models, indicating that regulation of metabolism is specific to each genetic model of fibrosis and also defines the manner of metabolic rearrangements. For example, female *CYP51* LKO has the strongest inhibition of overall metabolism, including the TCA cycle, and fatty acid and amino acid metabolism, while it is also the only model with a negative enrichment of metabolic regulators AMPK, PPARδ and PPARα. The different transcriptome landscapes resulting from different genetic backgrounds could be considered as stratified metabolic subtypes of NAFLD or NASH. This view may help to explain the variable success of treatments targeting these metabolic regulators [6]. Based on this, we propose that regulators and their downstream metabolites that differ between the genetic models warrant further testing as potential biomarkers in a human setting, to enable stratification of patients for metabolic subtypes of fibrosis. This could substantially increase the impact of existing and novel therapeutic strategies.

Epidemiological data in humans clearly show that estrogen has a protective role against NAFLD and NASH in premenopausal females [52]. Thus, sex hormones affect the development of liver diseases [53]. Our pathway and TF enrichment analyses and GEMs exposed changes in overall steroid hormone metabolism as one of the hallmarks of the fibrotic program. 

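Genes of steroid hormone metabolism went both ways in the Glmp KO livers. Of 20 measured genes, 2 rose and 5 fell (3 and 7 when adjusted over the list alone). Cyp17a1, the hydroxylase and lyase that leads to androgens, rose by 1.83 (standard error 0.32, adjusted p = 0.00208), and Hsd3b2, a hydroxysteroid dehydrogenase, by 0.98 (0.16, adjusted p = 0.00122). Hsd3b3, its paralog, fell by 2.27 (0.17, adjusted p = 1.08e-07), Hsd17b11, a hydroxysteroid dehydrogenase of lipid droplets, by 0.56 (0.08, adjusted p = 0.000464), and Hsd11b1, which activates glucocorticoids, by 0.44 (0.10, adjusted p = 0.0227). Akr1d1 and Hsd17b6 fell as well, the latter by 0.74 (0.16), from -1.61 at 8 weeks and 0.12 at 18 weeks, ages that did not differ by the test (adjusted p = 0.181). The call of Hsd17b6 ended in a model without the interaction of age and genotype. The list was lower (score difference -1.72, standard error 0.68, adjusted p = 0.0481), with adjusted p = 0.261 with an estimated correlation. Its call also ended without 1 array in 13 of 16 fits and with the WT arrays of the same age as reference (adjusted p = 0.0937), within a range from 0.0058 to 0.261 over all alternatives. Esr1, which encodes estrogen receptor alpha, had a fold change of 0.01 (standard error 0.12, adjusted p = 0.989).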

Extra-nuclear estrogen signaling and ERα (Estrogen receptor alpha) were positively enriched in all mouse models, regardless of sex, while Steroid hormone biosynthesis was negatively enriched in four models. Data in humans confirm increased expression of ERα in NAFLD livers and its correlation with the severity of steatosis [54]. ERα knockout in mice present with induced steatosis in both sexes, indicating that ERα activation in fibrosis could be a sex-independent protective adaptation against liver insults, exposing estrogen receptor as a potential drug target for NAFLD management [55,56,57]. Interestingly, even though we have previously shown a sex-dependent difference in the progression of liver fibrosis [58], we observe similar changes in steroid-related pathways in both sexes [10]. Based on our analysis we cannot draw conclusions regarding fibrotic programs in each sex since too little data is available for the females. Signaling through the estrogen receptor seems to be a part of the common fibrotic transcriptional program, regardless of the insult or sex. An important aspect of stratification could be potential differences in the liver fibrotic transcriptome signatures between females and males. It will therefore be important to have more comparable data available for both sexes.

Since one of the fibrotic models has a knockout in the gene *Glmp*, a gene whose function is not fully understood, the comparative transcriptome analysis helped in shedding light on its role at the molecular level. The full knockout of GLMP leads to liver fibrosis with inflammation, oval cell activation, and proliferation, hepatocyte apoptosis, oxidative stress, and development of HCC and hemangioma-like tumors from the age of 12 months [11,12]. Since evidence for HCC was not substantiated in KEGG analyses, in contrast to other mouse models, we anticipate that alternative pathways are responsible. A likely explanation for liver cancer in *Glmp* KO mice is impaired autophagy due to deficiency of lysosomes, which may on one hand contribute to the pathogenesis of NAFLD [59], and can also lead to lysosomal storage disorders [60]. A recent report demonstrated that Major Facilitator Superfamily Domain Containing 1 (MFSD1) and GLMP, both lysosomal membrane proteins, interact and affect each other’s expression [61]. MFSD1 belongs to a group of proteins transporting nutrients, waste, and ions across membranes [62]. A dysfunctional GLMP/MFSD1 complex could induce abnormal functions in lysosomes, severely affecting autophagy [63]. We propose that disturbances in these two pathways work cooperatively in increasing ER stress, the inflammatory-related KEGG pathway and development of fibrosis [64]. This is corroborated by the observed negative enrichment of mTOR (The mammalian target of rapamycin) signaling and KEGG pathways associated with detoxification, such as cytochromes P450.

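The list of cytochrome P450 drug metabolism was lower in all Glmp KO livers. Of 28 measured genes, 8 were lower and none was higher (18 when adjusted over the list alone, score difference -7.14, standard error 0.86, adjusted p = 1.46e-05), and all 8 KO livers lay below every WT liver. Cyp2a5, a coumarin hydroxylase, fell by 1.13 (standard error 0.14, adjusted p = 8.99e-05). Cyp2a4, a steroid hydroxylase that is more abundant in female liver, fell by 1.85 (0.30, adjusted p = 0.00108), with 1 WT array at 8 weeks far above the others. Cyp2c37, an arachidonic acid epoxygenase, fell by 1.45 (0.36, adjusted p = 0.0275), with 1 KO array at 18 weeks far below the others, and its call ended when any of 7 arrays was left out. The Reactome set for biological oxidations held 21 lower and 5 higher genes of 164 (score difference -6.22, standard error 0.93, adjusted p = 0.000912), with adjusted p = 0.402 with an estimated correlation.
Of 46 genes of mTOR signalling, 1 rose and 1 fell (2 and 2 when adjusted over the list alone). Grb10 rose, and Fnip1, a folliculin partner at the lysosome, fell by 0.42 (0.10, adjusted p = 0.0236), a call that ended when any of 3 arrays was left out. Mtor itself had a fold change of -0.38 (standard error 0.12, adjusted p = 0.0868). The list did not pass (score difference -1.16, standard error 0.61, adjusted p = 0.122), with adjusted p from 0.036 to 0.370 over the alternatives.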

## 4. Materials and Methods

### 4.1. Microarray-Based Gene Expression Analysis

*Glmp* KO and *Cyp51* LKO transcriptomes were determined in-house and deposited in GEO, while raw transcriptome data for *Ikbkg* LKO and, *Rbpj* LKO models were obtained from GEO. The animal experiments, ethical statements and details about RNA isolation from the liver of Glmp KO and Cyp51 LKO genetic models are described in the original papers [10,13]. To assess the *Glmp* transcriptome, we used total RNA isolated as described in Kong X.Y. et al. 2015 [13]. We hybridized Affymetrix GeneChip Mouse Gene 2.0 ST Arrays (Affymetrix, Santa Clara, CA, USA) with samples from livers of 16 *Glmp KO* and *Glmp* wild type (WT) mice at age 8 and 18 weeks. Each group consisted of 4 samples (Table S8). Data analyses were performed using R and Bioconductor software packages (https://www.bioconductor.org/). We normalized raw (CEL) expression data using the RMA algorithm from the *oligo* package [65]. Quality control and outlier detection were performed using the arrayQualityMetrics package before and after normalization [66]. Raw as well as normalized data were deposited in GEO under the accession GSE154021.

The generation of transcriptome data from 19-week *Cyp51* LKO (GSE58271), 4-week *Rbpj* LKO (GSE121302), 8- to 9-week *Ikbkg* LKO (GSE33161) and resulting mice were described previously [10,14,28]. The RMA algorithm from the *oligo* package and quantile normalization from the *limma* package [67] were used for re-normalization of raw expression data from Affymetrix and Agilent arrays, respectively. *limma* was used to fit individual normalized gene expression data using linear regression models as shown in Table S8. Empirical Bayes statistics were used to estimate the statistical significance of expression differences of genes and the Benjamini–Hochberg procedure was used to calculate false discovery rate (FDR) of differential expression. For selecting DEGs, a FDR cut-off at α < 0.05 was used, no log fold change cut-off was applied.

KEGG pathways [68], Reactome pathways [69] and TRANSFAC database version 2020.1 [70] were used for functional enrichment studies. Gene sets containing 5 or more elements were constructed and tested for enrichment using the PGSEA package [71]. In the case of TF enrichment, factors were merged based on their ID irrespective of their binding sites. Statistical significance of gene set enrichment was estimated using the same approach as for individual genes.

To facilitate comparative functional genomics analysis, DEGs and enriched gene sets were partitioned according to their overlaps between the studies. Genes and gene sets were split into up/down regulated and positively/negatively enriched groups and their numbers are reported. Overlaps between the models are visualized by Venn using the VennDiagram package [72]. For hierarchical clustering of samples/genes and heat map visualization, gene expression was scaled per sample to have mean zero and standard deviation one.

Functional similarity between the mouse models was quantified as a ratio of significant expression/enrichment changes that are in common to the models vs. the significant expression/enrichment changes of each model individually, e.g., the number of DEGs in the intersection of two models was divided by the number of DEGs for each model. Thus, a non-symmetric similarity matrix was calculated summarizing similarities between all pairs of models from a perspective of each model. Ratios of significant DEGs are shown in Table S3, together with the number of DEGs. Furthermore, the similarity between models is expressed separately for positive and negative expression/enrichment changes; thus each pair of the model is characterized by two ratios, left for positive and right for negative expression changes. Ratios are represented row-wise: the number of DEGs in common was divided by the number of DEGs of the model within the corresponding row. Table S3 show similarities between the models for KEGG and Reactome pathways and TFs, respectively.

### 4.2. Genome–Scale Metabolic Modeling

We performed the integration of DEGs into the GEM of C57BL6/J mice liver tissue, which was previously described [20] and is available in the Metabolic Atlas Database (www.metabolicatlas.org) [73]. DEGs were integrated into the model using the Metabolic Adjustment by Differential Expression (MADE) method [74,75]. MADE integrates differential expression data into a reference model using flux balance analysis (FBA) to obtain a functional metabolic model describing a perturbed state of a system (e.g., after gene silencing). When reference and perturbed models are available, up-/down-regulated reactions can be identified using the flux variability analysis (FVA) [76]. The list of up-/down-regulated reactions obtained with the FVA was used to perform metabolic subsystem enrichment analysis based on the hypergeometric test. The Benjamini and Hochberg procedure was used for *p* value adjustment. The cut-off value for significantly up-/down-regulated subsystems was set to 0.05.

## 5. Conclusions

Based on comparing different genetic models of liver fibrosis without dietary manipulation, we revealed common liver fibrotic transcriptome signatures with high similarity to signatures of human NAFLD and NASH. A hallmark of the fibrotic program are changes in metabolic pathways related to lipids, such as bile acids, steroids, sphingolipids, and fatty acids. These metabolites and their regulators (AMPK, FOXOA1, SREBP1, LXRα, PPARδ, and PPARα) exhibit enrichment that depends on the genetic background, exposing their potential to serve as diagnostic and prognostic biomarkers of fibrotic subtypes also in humans. They could also enable a more precise metabolism-related stratification of NAFLD/NASH patients before entering clinical drug trials and facilitate the implementation of personalized liver disease management.

## Figures and Tables

**Figure 1:**
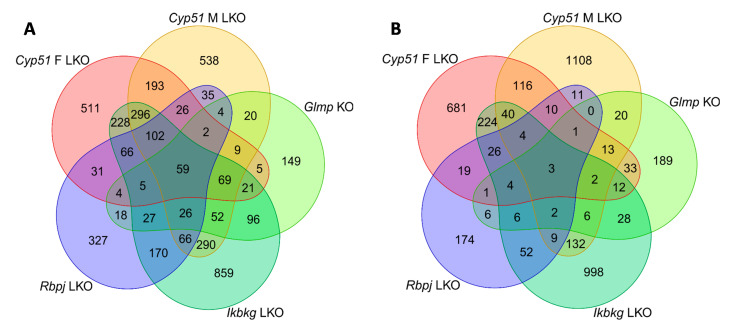
Venn diagrams of differentially expressed genes (DEGs) in mouse genetic models of liver fibrosis. (**A**) Upregulated DEGs. (**B**) Downregulated DEGs.

**Figure 2:**
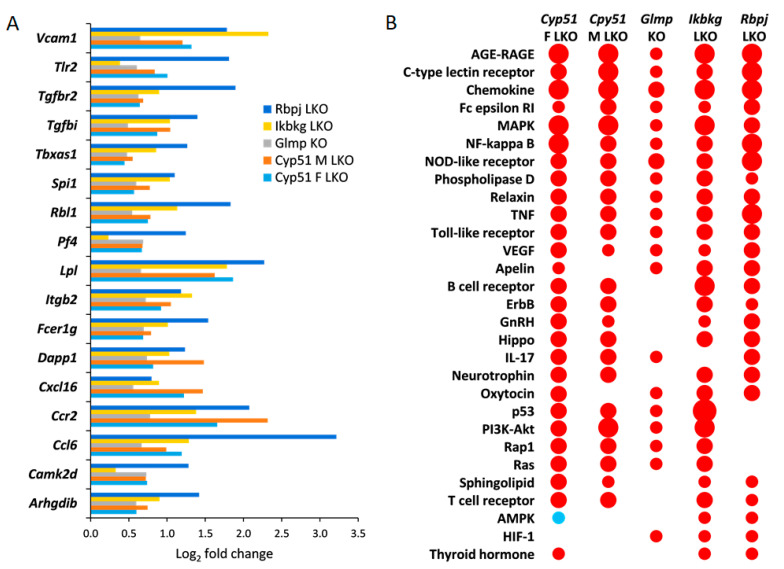
Common significantly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) signaling pathways and DEGs. (**A**). Log_2_ fold change in expression of selected common DEGs in all fibrotic models. Only DEGs, which are a part of common enriched signaling or metabolic KEGG pathways, are presented. Log_2_ fold change represents log_2_ ratio between average knockout (KO) vs. wild type (WT). (**B**). KEGG signaling pathways common to at least three mouse genetic models of liver fibrosis as calculated using pGSEA (Parametric gene set enrichment analysis)are presented. Red indicates positive enrichment and blue negative. The size of the bubble reflects the fold change of each pathway.

**Figure 3:**
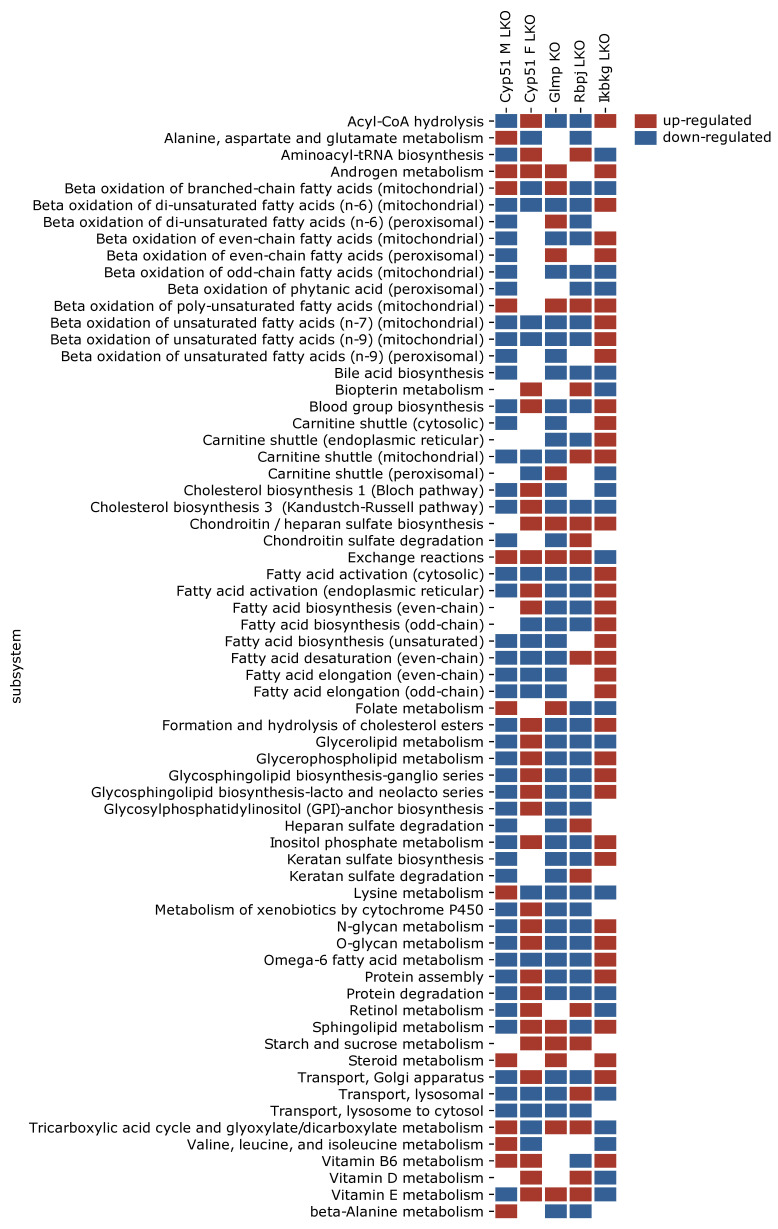
Statistically significantly perturbed genome-scale metabolic model (GEM) subsystems. Presented are subsystems common to at least three models of liver fibrosis. Red is upregulated, blue is downregulated.

**Figure 4:**
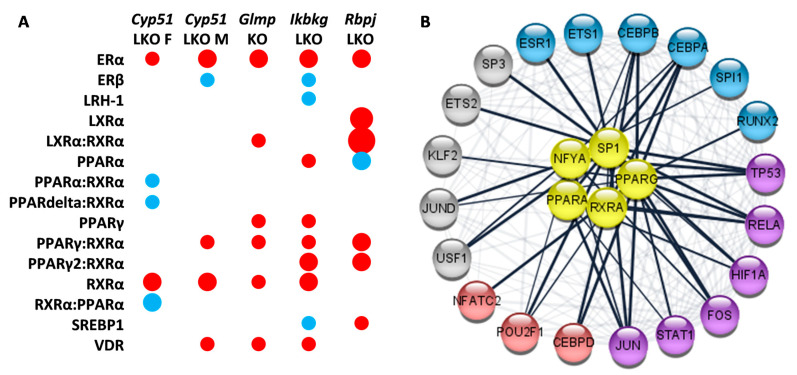
Selected enriched transcription factors (TFs) in mouse genetic models of liver fibrosis. (**A**). Model-specific enrichment of nuclear receptors in fibrotic models. Red indicates positive enrichment and blue negative. The size of the bubble reflects the fold change of each pathway. (**B**). Common enriched transcription factors reveal network-like interactions between regulators of lipid metabolism (yellow) and TFs involved in regulation of cancer pathways (blue and violet) and the immune system (red and violet).

**Figure 5:**
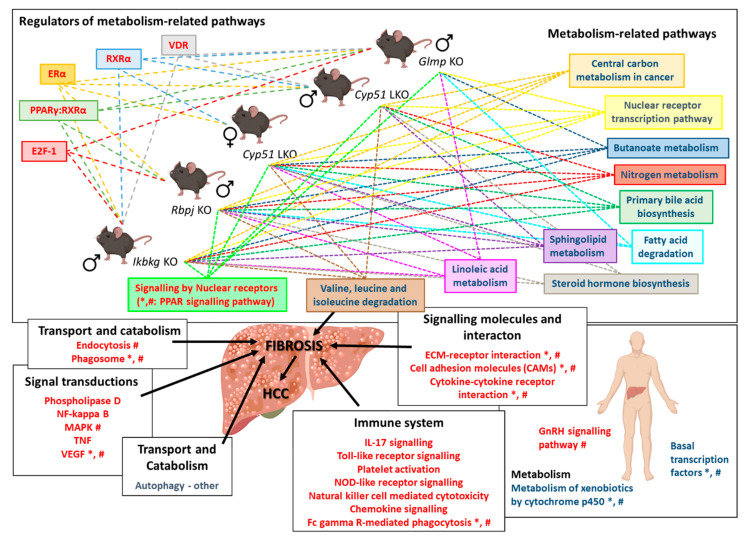
Scheme of the common transcriptional program in mouse liver fibrotic models. Knocking out a single gene from different unrelated pathways (*Cyp51*, *Rbpj*, *Ikbkg,* and *Glmp*) leads to downregulation of metabolism-related pathways, regulated by different TFs, and upregulation of signaling pathways, resulting in fibrosis. Mouse transcriptome data from mouse models was compared to human NAFLD and NASH transcriptome data [18]. *—pathways/TFs enriched also in human NAFLD; ^#^—pathways/TFs enriched in human NASH. Blue text color—negatively enriched KEGG/Reactome/TFs; Red text color—positively enriched KEGG/Reactome/TFs. Dashed arrows indicate enriched pathways/TFs in individual liver fibrotic mouse model. Icons are used from the BioRender library.

**Figure 6:**
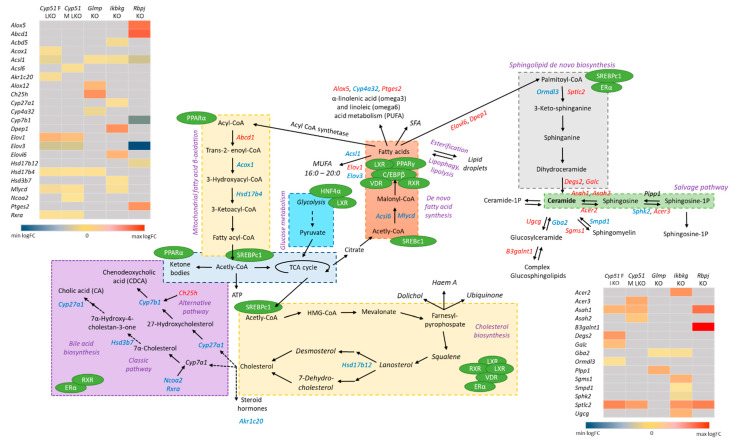
Unique lipid metabolite’s rearrangements in mouse liver fibrotic models. Pathways analyses and GEM subsystems detected model-specific deregulation of lipid metabolism in genetic models. Blue color indicates downregulated DEGs, while red are upregulated DEGs. Grey in heat maps represents insignificant expression. Green circles are detected TFs in liver mouse models, which regulate different metabolic pathways (violet). Legend of heat maps are shown at the bottom.

**Table 1:** Top enriched KEGG pathways common between genetic mouse models of liver fibrosis and human non-alcoholic fatty liver disease (NAFLD) and non-alcoholic steatohepatitis (NASH) from Teufel et al. [18].

KEGG Pathway	NAFLD	NASH	*Cyp51* F LKO	*Cyp51* M LKO	*Glmp* KO	*Ikbkg* LKO	*Rbpj* LKO
Antigen processing and presentation	+	+	1.00	ns	0.84	1.05	ns
B cell receptor signaling pathway	+	+	0.89	0.77	ns	1.06	0.91
Cell adhesion molecules (CAMs)	+	+	1.43	1.12	1.02	1.34	0.60
Cell cycle	ns	+	1.25	ns	0.50	2.40	1.40
Chemokine signaling pathway	ns	+	1.06	0.78	0.89	1.17	1.39
Colorectal cancer	ns	+	0.87	0.73	ns	0.84	0.47
Cytokine–cytokine receptor interaction	ns	+	0.76	0.77	0.71	0.93	1.21
DNA replication	+	+	0.99	ns	ns	1.01	1.23
ECM-receptor interaction	+	+	1.67	1.87	0.54	1.50	0.50
Endocytosis	ns	+	1.20	0.72	ns	0.93	0.65
ErbB signaling pathway	ns	+	0.80	0.56	ns	0.78	0.49
Fc epsilon RI signaling pathway	+	+	0.67	0.40	ns	0.50	0.75
Fc gamma R-mediated phagocytosis	+	+	1.08	0.93	ns	1.06	0.97
Focal adhesion	+	+	1.96	1.85	ns	1.65	0.67
Hematopoietic cell lineage	+	+	1.20	1.59	1.23	1.05	0.95
Leukocyte transendothelial migration	+	+	1.52	1.11	0.70	1.08	0.90
MAPK signaling pathway	ns	+	1.09	1.08	ns	1.26	0.70
Natural killer cell mediated cytotoxicity	ns	+	0.95	ns	0.54	0.87	0.80
Neurotrophin signaling pathway	ns	+	0.98	0.53	ns	0.63	0.60
Pancreatic cancer	+	+	1.01	0.76	ns	0.95	0.42
Pathways in cancer	ns	+	1.42	1.18	ns	1.31	1.21
Phagosome	+	+	1.71	1.48	1.10	1.70	1.53
Regulation of actin cytoskeleton	ns	+	1.77	1.39	ns	1.27	0.63
Small cell lung cancer	+	+	1.21	1.18	0.44	1.02	0.64
T cell receptor signaling pathway	ns	+	0.73	0.52	ns	0.63	0.40
Toll-like receptor signaling pathway	ns	+	0.85	0.70	ns	0.69	0.65
VEGF signaling pathway	+	+	0.48	0.28	ns	0.49	0.54

Presented are log_2_ fold changes comparing KO vs. WT for mouse models and direction of enrichment for human NAFLD and NASH data, where + means enrichment and ns—not significant.

**Table 2:** Selected statistically significantly enriched Reactome pathways from metabolism.

Reactome Pathway	*Cyp51* F LKO	*Cyp51* M LKO	*Glmp* KO	*Ikbkg* LKO	*Rbpj* LKO
**Metabolism**	−1.79	ns	ns	−0.84	ns
**Metabolism of carbohydrates**	ns	ns	ns	0.45	0.49
Glycosaminoglycan metabolism	ns	ns	ns	0.55	ns
Hyaluronan metabolism	ns	ns	0.29	0.48	0.50
Chondroitin sulfate biosynthesis	ns	ns	0.21	ns	0.36
Chondroitin sulfate/dermatan sulfate metabolism	ns	ns	ns	0.29	ns
Formation of xylulose-5-phosphate	ns	−0.38	−0.16	ns	ns
Fructose biosynthesis	0.33	0.51	ns	0.75	ns
Fructose catabolism	−0.30	ns	ns	ns	ns
Fructose metabolism	ns	ns	ns	0.50	ns
Gluconeogenesis	ns	ns	ns	ns	0.45
Glucose metabolism	ns	ns	ns	ns	0.55
Glycolysis	ns	ns	ns	ns	0.45
Glycogen breakdown (glycogenolysis)	0.17	0.22	ns	ns	ns
Glycogen synthesis	ns	ns	ns	0.18	ns
Pentose phosphate pathway	ns	0.39	ns	ns	ns
**Metabolism of steroids**	ns	ns	ns	−0.72	ns
Metabolism of steroid hormones	ns	ns	ns	−0.24	ns
Androgen biosynthesis	ns	ns	ns	−0.77	−0.90
Glucocorticoid biosynthesis	ns	−0.99	−0.50	−0.84	ns
Mineralocorticoid biosynthesis	ns	−0.99	−0.72	−0.88	ns
Pregnenolone biosynthesis	0.34	0.49	ns	0.41	ns
Estrogen biosynthesis	ns	ns	ns	ns	0.48
Cholesterol biosynthesis	ns	1.73	0.70	ns	ns
Bile acid and bile salt metabolism	ns	ns	−0.20	−0.54	−0.75
Recycling of bile acids and salts	ns	−0.36	−0.29	−0.36	−0.32
Synthesis of bile acids and bile salts	ns	ns	ns	−0.53	−0.69
Synthesis of bile acids and bile salts via 24-hydroxycholesterol	−0.80	ns	−0.22	−0.45	−0.77
Synthesis of bile acids and bile salts via 27-hydroxycholesterol	−0.79	ns	ns	−0.59	−0.96
Synthesis of bile acids and bile salts via 7alpha-hydroxycholesterol	−0.82	ns	ns	−0.72	−1.00
**Fatty acid metabolism**	−1.31	ns	ns	ns	ns
Fatty acyl-CoA biosynthesis	ns	0.81	ns	ns	ns
alpha-linoleic (omega3) and linoleic (omega6) acid metabolism	−0.70	ns	ns	−0.36	−1.49
Mitochondrial Fatty Acid Beta-Oxidation	−1.18	−0.69	−0.46	ns	ns
Mitochondrial fatty acid beta-oxidation of saturated fatty acids	−0.68	−0.41	−0.33	ns	ns
Propionyl-CoA catabolism	−0.37	ns	ns	−0.33	ns
Beta oxidation of decanoyl-CoA to octanoyl-CoA-CoA	−0.56	−0.30	−0.29	ns	ns
Beta oxidation of hexanoyl-CoA to butanoyl-CoA	−0.58	−0.33	−0.27	ns	ns
Beta oxidation of lauroyl-CoA to decanoyl-CoA-CoA	−0.59	−0.37	−0.26	ns	ns
Beta oxidation of octanoyl-CoA to hexanoyl-CoA	−0.57	−0.34	−0.29	ns	ns
Peroxisomal lipid metabolism	−1.12	ns	−0.36	ns	−0.82
Alpha-oxidation of phytanate	−0.61	ns	−0.21	−0.33	ns
Beta-oxidation of pristanoyl-CoA	ns	ns	ns	ns	−0.62
Beta-oxidation of very long chain fatty acids	−0.87	−0.46	−0.38	ns	ns
**Sphingolipid metabolism**	0.49	0.34	ns	0.38	0.77
Glycosphingolipid metabolism	0.56	0.46	ns	0.45	0.76
**Triglyceride metabolism**	ns	ns	0.62	ns	ns
Triglyceride biosynthesis	−0.39	ns	ns	ns	0.54
Triglyceride catabolism	ns	ns	0.92	ns	ns
**Wax and plasmalogen biosynthesis**	ns	0.31	ns	ns	ns
**Ketone body metabolism**	−0.40	ns	ns	ns	−0.43
Synthesis of Ketone Bodies	−0.59	ns	−0.28	−0.22	−0.44
**The citric acid (TCA) cycle and respiratory electron transport**	−1.31	ns	ns	−0.84	ns
Pyruvate metabolism and Citric Acid (TCA) cycle	−0.75	ns	ns	−0.43	ns
**Metabolism of vitamins and cofactors**	−1.35	ns	ns	ns	ns
Metabolism of water-soluble vitamins and cofactors	−1.40	ns	ns	−0.76	ns
Metabolism of fat-soluble vitamins	−0.52	ns	ns	ns	0.43
**Metabolism of amino acids and derivatives**	−1.38	ns	ns	−1.14	ns
Metabolism of amine-derived hormones	−0.43	ns	ns	−0.37	ns
Aspartate and asparagine metabolism	−0.51	ns	ns	−0.22	ns
Branched-chain amino acid catabolism	−0.98	ns	−0.42	−0.73	−0.59
Choline catabolism	ns	ns	ns	−0.32	ns
Degradation of cysteine and homocysteine	−0.59	ns	ns	−0.41	ns
Glutamate and glutamine metabolism	−0.24	ns	ns	ns	ns
Glyoxylate metabolism and glycine degradation	−0.92	ns	−0.43	−0.63	ns
Histidine catabolism	−0.24	−0.27	ns	−0.24	ns
Lysine catabolism	−0.65	ns	−0.25	−0.37	ns
Phenylalanine and tyrosine metabolism	−0.68	ns	ns	−0.25	ns
Phenylalanine metabolism	−0.51	ns	ns	ns	ns
Tyrosine catabolism	−0.44	ns	ns	−0.21	ns
Serine biosynthesis	0.32	ns	ns	ns	ns
Sulfur amino acid metabolism	−0.63	ns	ns	−0.49	ns
Threonine catabolism	−0.43	−0.33	ns	−0.36	ns
Tryptophan catabolism	−0.62	ns	ns	−0.44	ns
Urea cycle	−0.37	ns	ns	−0.29	ns

Presented are log_2_ fold changes of KO vs. WT. ns—non-significant.

**Table 3:** Overview of changes in the level of serum metabolites and in the liver expression of transcription factors in humans with NAFLD and NASH. Selected were metabolites and TFs, which were exposed as key factors in the fibrotic program by genetic mouse models of liver fibrosis. C4: 7-alpha-hydroxy-4-cholesten-3-one.

Factor	Stage of Disease	Change	Reference
**Metabolites**			
Bile acids	NASH	Primary and secondary bile acids are increased	[26]
	NASH	C4 increased	[29]
	NASH	Primary and secondary bile acids increased	[30]
	NASH	Bile acids increase with NASH progression	[31]
	NASH	Bile acids increased	[32]
	NASH	Primary bile acids increased, secondary decreased	[33]
	NAFLD	Total bile acid are decreased but major difference is in composition, bile acid level increases with fibrosis progression	[34]
	NAFLD	Bile acids change with disease progression, direction depended on the type of bile acid	[35]
	NASH	Primary conjugated bile acid increase with fibrosis, unconjugated bile acids decrease	[36]
	NAFLD	Primary and secondary bile acids are increased in higher fibrotic stages, but no change in C4	[27]
Polyunsaturated fatty acids (PUFA)	NAFLD	Decreased	[35]
	Severe NAFLD	Total PUFA decreased in red blood cell membrane, *n*-3 all decreased, *n*-6 majority increased, except linoleic acid decreased	[37]
	NAFLD	Total PUFA *n*-3 decreased in serum	[38]
	NAFLD	Total PUFA decreased in erythrocytes	[39]
	NASH	PUFA (18:3*n*-3) decreased	[9]
	NASH	Eicosapentaenoate (20:5*n*-3), docosahexaenoate (22:6*n*-3), arachidonate (20:4*n*-6) are decreased	[32]
	NASH	PUFA are altered	[40]
Monounsaturated fatty acids (MUFA)	NASH	Total MUFA increased	[40]
	Severe NAFLD	Total MUFA increased in red blood cell membrane	[37]
	NAFLD	Total MUFA increased, docosahexaenoic acid (C22:6) and arachidonic acid (C20:4) decreased in blood	[41]
Sphingolipids	NASH	Sphingomyelin (36:0) increased	[42]
	NAFLD	Sphingomyelins decreased	[43]
	NASH	Sphingomyelin increased	[9]
Ketones	NASH	Decreased	[44]
Branched amino acids	NAFLD	All three increased	[43]
	NASH	All three increased	[32]
**Transcription factors**			
PPARα	NASH	Decreased mRNA expression in liver, negative correlation with NASH progression	[45,46]
LXR, SREBPC1	NAFLD	Increased mRNA and protein expression in liver	[47]
PPARγ	NAFLD	PPARγ2 mRNA is increased in liver	[48]
VDR	steatosis	mRNA is increased in liver	[49]
	NASH	Protein is decreased in liver	[50]

## Data Availability

Data is contained within the article and supplementary material.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/22/2/832/s1. Table S1: Characteristics of genetic mouse models of liver fibrosis, Table S2: List of DEGs significant (adjusted *p*-value < 0.05) in at least one genetic model with log2 fold change (KO/WT), Table S3: Numbers of DEGs, KEGG pathways, Reactome pathways and overlap between different genetic models of liver fibrosis, Table S4: Enriched KEGG pathways significant (adjusted *p*-value < 0.05) in at least one genetic model with log2 fold change (KO/WT), Table S5: Enriched Reactome pathways significant (adjusted *p*-value < 0.05) in at least one genetic model with log2 fold change (KO/WT), Table S6: Comparison of enriched KEGG pathways between genetic mouse models with pathways reported for NAFLD and NASH in Teufel A. et al. 2016, Table S7: Enriched transcription factors significant (adjusted *p*-value < 0.05) in at least one genetic model with log2 fold change (KO/WT), Table S8: Mouse liver samples that were included in the study, Figure S1: A heat map of 62 common DEGs in genetic mouse models of liver fibrosis. Columns were scaled to have mean zero and standard deviation one.

## Abbreviations

AASLD	American Association for the Study of Liver Diseases
AMPK	AMP-activated protein kinase
CYP51	Cytochrome P450, family 51
DEGs	Differentially expressed genes
E2F1	E2F transcription factor 1
EASL	The European Association for the Study of the Liver
ECM	Extracellular matrix
ERα	Estrogen receptor alpha
ErbB	Erb-B2 receptor tyrosine kinase
F	Female
FXR	Farnesoid X receptor
GEM	Genome-scale metabolic model
GLMP	Glycosylated lysosomal membrane protein
HCC	Hepatocellular carcinoma
HDL	High-density lipoprotein
IGF1R	Insulin like growth factor 1 receptor
IKBKG	Inhibitor of nuclear factor kappa B kinase regulatory subunit gamma
KEGG	Kyoto Encyclopedia of Genes and Genomes
KO	Knock-out
LKO	Liver knock-out
LXR	Liver X receptor
M	Male
MAFLD	Metabolic Associated Fatty Liver Disease
MAPK	Mitogen-activated protein kinase
MFSD1	Major facilitator superfamily domain containing 1
mTOR	The mammalian target of rapamycin
NAFLD	Non-alcoholic fatty liver disease
NASH	Non-alcoholic steatohepatitis
NF-κB	Nuclear factor kappa-light-chain-enhancer of activated B cells
pGSEA	Parametric gene set enrichment analysis
PPAR	Peroxisome proliferator activated receptor
RBPJ	Recombination signal binding protein for immunoglobulin kappa J region
RXR	Retinoid X receptor
SREBP1	Sterol regulatory element-binding protein 1
STRING	Search tool for recurring instances of neighboring genes
TAG	Triglycerides
TCA	Tricarboxylic acid cycle
TF	Transcription factor
TGF-β	Transforming growth factor beta
TGFBI	Transforming growth factor beta induced
TRANSFAC	TRANScription FACtor
VDR	Vitamin D receptor
VEGF	Vascular endothelial growth factor
WT	Wild type

How the deposited data were processed for this re-analysis (not part of the article)

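Liver RNA of 16 male mice, 1 mouse per array, was measured on Affymetrix Mouse Gene 2.0 ST arrays. WT and Glmp KO mice were compared at 8 weeks and at 18 weeks, with 4 mice in each of the 4 groups, named a to d in each group. The other mouse models of the paper were not analysed here. The authors made the deposited log2 values with RMA from the oligo package, which corrects background, normalizes across arrays by quantiles and summarizes probes, and checked the arrays with arrayQualityMetrics. The versions of RMA and oligo are not given in the sources used here. The table holds 41801 transcript clusters, of which 456 are empty in all arrays. The values run from 0.43 to 14.04. Of the 41345 clusters with values, 23521 are paired with 1 gene symbol, 1814 with several and 16010 with no listed gene. Those with 1 symbol were used, and the cluster with the highest mean over all arrays represented each of the 1082 genes with more than 1 cluster, which left 22180 genes. A reference gene table served for names and for which genes neighbour each other.

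limma 3.58.1 in R 4.3.3 was fitted to the 4 groups with eBayes. The contrasts were KO minus WT averaged over both ages, KO minus WT at each age, their difference, and 18 minus 8 weeks in WT. p-values were adjusted by the Benjamini-Hochberg procedure, and a gene was called at an adjusted p under 0.05 with no minimum change, which are the thresholds of the paper. The expression of Glmp was also compared by an exact permutation test over all 12870 ways to choose 8 arrays of 16.

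Of 80 gene lists with 1732 listed genes, 1556 of them measured, 77 were tested. The other lists hold the genes of Figure 2A, the lipid genes of Figure 6, and Glmp with Mfsd1, and were only counted. The tested lists were written from general knowledge and cover pathways, targets of transcription factors, cell types and tissues that can be carried over at dissection. Reactome sets for the mouse came from the copy shipped with the fgsea package, 1457 sets of which 1178 had 5 or more measured genes. Its release differs from that of the paper. The PGSEA score of a set in an array is the mean log2 ratio of its genes to the mean of the 8 WT arrays, minus the mean of all genes, times the square root of the set's size over the SD of all genes. limma was fitted to the scores as to genes, with the adjustment over lists or over sets. Adjusted p over the list alone takes the members' p-values by themselves.

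Named genes were chosen by a fixed rule. It takes every measured gene that the paper names in its text, Figure 2A, Figure 6 or its tables, the 10 largest changes in each direction among called genes with the same sign at both ages, up to 4 called members with the largest change of each list described or, where none passed, the 2 with the smallest p, and the extremes of the common genes. Values of Table S2 had been seen in the paper's supplement when the rule was written. Genes outside the rule that are named because a count was 5 or fewer were chosen after their values were seen. Of Table S2, the copy used here is truncated and holds 1998 genes.

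The alternatives tried were a filter on dim genes, a second quantile normalization, a shift to equal medians, every transcript cluster as its own feature, the mean of a gene's clusters, clusters of several genes counted once per gene, eBayes with trend or with trend and robust, arrayWeights, the letters a to d as a block, models without interaction or without age, the arrays of an age alone, a threshold of 0.01, a minimum change of 0.5, WT arrays of the same age as reference, camera with a preset correlation of 0.01 or an estimated one, fry, the mean of a list's members, Reactome sets with 15 to 500 genes, and each array left out in turn. A pair of alternatives was added after seeing the data, namely leaving out the KO arrays d at 8 weeks and c at 18 weeks together, and PGSEA scores of the log2 values with no reference. In values simulated with the spread of these arrays, the average over ages recovered 62.7% of changes of 0.5, 94% of changes of 1 and 100% of changes of 2, with 15 false calls, and the test of the difference between ages recovered 52% of differences of 1 and 96% of differences of 2. No gene or list was called by limma when none was changed. The genes were simulated independently of each other, so this says nothing about false calls of lists whose members are correlated. Figures were drawn in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.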

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

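The 12 tests of explanations in this part were all chosen after the results they address had been seen. The count of other splits of the arrays was planned.

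Neutrophil and monocyte genes were higher in all or most KO livers, with mean log2 differences of 1.36 (standard error 0.11) over the neutrophil list and 0.67 (0.10) over the monocyte and macrophage list. A lower share of hepatocytes would raise other cell types alike, but the neutrophil list exceeded the mean of 5 other cell type lists by 1.40 (0.11) and that of all 9 others by 1.18 (0.10), and the monocyte list exceeded that of the 9 by 0.49 (0.07), although it rose no further than the capillary list (0.67). More blood of unchanged makeup would raise erythroid genes, but these lists exceeded the erythroid list by 1.23 (0.12) and 0.54 (0.10). The platelet list, also of blood, rose by 0.44 (0.06), and the neutrophil and monocyte lists exceeded it by 0.92 (0.08) and only 0.23 (0.08). Without genes on the chromosome of Glmp, where no gene of the monocyte list lies, the neutrophil difference was 1.08 (0.10), so these 3 explanations are argued against as the whole cause. Of the 20 neutrophil and 20 monocyte genes, 8 and 18 have an array signal above the median of all values in WT liver, 5 and 9 are in another list, 0 and 3 are in Figure 2A, and the highest signals were those of Wfdc21 (10.63 in WT, 10.72 in KO) and Lyz2 (8.21 and 9.17), although signals of different probes do not rank abundance. More neutrophils and monocytes in KO livers may underlie this, as a hypothesis found and tested on the same arrays, and expression per cell was not measured.

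Genes of the sinusoidal endothelium were lower (score difference -4.68, standard error 1.12, adjusted p = 0.00274, below every WT liver in 7 of 8 KO livers, and adjusted p = 0.0541 with an estimated correlation) while capillary genes were higher (7.72, standard error 1.12, adjusted p = 5.19e-05, above every WT liver in 7 of 8), a signal in genes the paper does not discuss as cell types. A lower share of all endothelial cells would lower both lists, but the mean log2 difference of the capillary list was 0.67 (standard error 0.07). A lower share of hepatocytes would raise both, but that of the sinusoidal list was -0.49 (0.09). The signs of these differences define the pattern, so both outcomes were fixed in advance. They show only that neither share alone gives opposite signs, and are no separate evidence. Without the 3 capillary genes on the chromosome of Glmp (Fabp4, Fabp5 and Emcn) the capillary difference was 0.50 (0.08). A candidate explanation is a change of sinusoidal endothelium towards a capillary type, which these bulk livers did not test. Lyve1 of the sinusoidal list rose and Tek of the capillary list fell, each against the direction of its list. Of the 12 sinusoidal and 17 capillary genes, 0 and 4 are in another list, 12 and 16 have an array signal above the median of all values in WT liver, and the highest signals were those of Ehd3 (10.13 in WT, 9.99 in KO) and Eng (8.77 and 9.13).

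On the chromosome of Glmp, 71 of 1050 other genes were called (47 higher, 24 lower), or 6.76%, against 3.1% elsewhere (Fisher exact test across genes, p = 7.25e-09) and 1.85% to 3.91% on single other chromosomes. The Fisher test takes neighbouring genes as independent, so its p can be too small where they change together. Called genes there include S100a8, S100a9, Chil3, Adh6-ps1, Selenbp2, Hsd3b3, Fabp4, Fabp5 and Emcn. A chromosome called more in any comparison stays open, since with age in WT the share there was 1.32 times that elsewhere (95% interval across genes 0.956 to 1.82), and so do clusters of blood cell genes, since the genotype share was 2.18 times without genes of the lists that were higher but called blood cell genes outside those lists remain in it. DNA around Glmp that differs between KO and WT beyond the targeted gene cannot be told apart from these. Among the 400 nearest neighbours of Glmp 25 were called, more than in 98.1% of 13310 equal stretches elsewhere (median 12, highest 28). These stretches overlap, each shifted by 1 gene, so far fewer of them are independent. The neighbours' share of 6.25% was below the 7.08% on the rest of the chromosome. Changes of genes on this chromosome may thus stem in part from linked DNA, which goes with genotype in this design. That limit holds for each of the 71 called genes there, of which only some are named in this paragraph.

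Of 148 groups of 4 arrays checked, 10 held an array far from the other 3, and chance gives about 1 in 20. Adh6-ps1 was 8.14 in the KO array c at 18 weeks against 9.63 to 9.89 in the others, Cyp2c37 was 6.63 in the same array against 9.76 to 10.29, and Aqp4 was 4.4 in the KO array b at 18 weeks against 5.30 to 5.39. Cyp2a4 was 10.51 and Ngp 3.76 in the WT array a at 8 weeks, against 7.57 to 8.04 and 4.16 to 4.18, and Selenbp2 was 12.21 in the WT array d at 18 weeks against 11.67 to 11.75. Among list scores, the stellate cell list was 2.56 in the WT array c at 18 weeks against -1.77 to -1.26, the T and NK cell list 3.59 in the KO array b at 8 weeks against 1.51 to 1.82, the fat tissue list 0.67 in the WT array d at 8 weeks against -2.96 to -2.64, and the muscle list 9.84 in the KO array a at 18 weeks against -3.74 to -1.59.

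Between 8 and 18 weeks, 616 genes changed in WT livers, a comparison the paper does not report, 179 of them higher and 437 lower at 18 weeks. It was 209, 317, 209 and 271 without the WT arrays a to d at 18 weeks, and 230, 257, 369 and 370 without those at 8 weeks. Of 35 splits of the WT arrays only the real 1 gave as many genes, and the highest of the others gave 0, which argues against chance. With 35 splits the share cannot fall below 1 in 35, so chance is not excluded. With age the pancreas list rose in WT livers by a score of 38.8 (adjusted p = 0.00367), with Cpb1, a pancreatic carboxypeptidase, higher by 5.14 on the log2 scale (standard error 0.84). This list was written for tissue carried over at dissection. At 18 weeks its score was -5.74 in the WT array d against 20.1 to 35.16 in the other WT arrays, and from 2.92 to 37.88 in the KO arrays. Whether these changes arose in the liver itself was not tested. Circadian clock genes, which the paper does not discuss, were lower in KO, with a score difference of -3.03 (standard error 0.48, adjusted p = 0.000104) and all 8 KO livers below every WT liver. The labels used here give no time of collection or feeding, and the cause was not tested.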

How the results depend on the processing

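Each result was recomputed under the alternatives set for its kind (genes, sets or lists), the dim filter left 242 of the 246 named genes, and the cause of a change was not tested except where fewer arrays, fewer genes or a stricter threshold make it plain. The average over ages gave 220 higher and 109 lower genes at a threshold of 0.01, 721 and 465 with arrayWeights, and, for lower genes, 144 with a minimum change of 0.5 and 146 with genotype alone. At 8 weeks it was 110 and 49 at a threshold of 0.01, 459 and 307 with arrayWeights, 164 and 81 with that age alone, and 80 lower with every transcript cluster. At 18 weeks it was 27 and 15 at 0.01, 179 and 95 with arrayWeights, 66 and 35 with every transcript cluster, and 36 lower with the letters as a block. The difference between the ages gave 6 genes with arrayWeights, 4 with clusters of several genes counted once per gene, 1 with trend, 2 with trend and robust, and 1 without the KO arrays d at 8 weeks and c at 18 weeks, a setting chosen after seeing the data. Age in WT gave 121 genes at 0.01, 2181 with arrayWeights, 1435 without that pair of arrays and 940 with the dim filter. Reactome sets numbered 164 higher and 59 lower with arrayWeights, 16 and 16 with WT of the same age as reference, 0 and 0 in camera with an estimated correlation, and 17 and 18 with sets of 15 to 500 genes. They numbered 181 and 52 with no reference, chosen after seeing the data. Higher sets alone numbered 57 in camera with the preset correlation, 65 with the mean of members, 111 with quantile normalization again and 90 without that pair of arrays, and lower sets 20 with the letters as a block. Lists numbered 26 higher with arrayWeights and 26 with no reference, and 6 lower in camera with an estimated correlation. Rps13 reversed, to 1.55, with clusters of several genes counted once per gene.

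Without 1 array at a time, the average over ages ranged from 341 to 524 higher and 170 to 389 lower genes, 8 weeks from 130 to 321 and 74 to 289, 18 weeks from 42 to 123 and 19 to 64, the difference between ages from 0 to 1, and age in WT from 209 to 923. Reactome sets ranged from 19 to 63 higher and 17 to 33 lower, lists from 16 to 22 and 14 to 20, and Glmp from -4.17 to -4.03. Among 246 named genes, 179 of them called, calls were lost for 67 at a threshold of 0.01, 51 with genotype alone, 47 with every transcript cluster, 36 with a minimum change, 18 with the block, and 11 to 30 without 1 array. Of 36 called lists, 18 lost the call in camera with an estimated correlation, 7 without the pair of arrays, 6 with WT of the same age as reference and at most 6 without 1 array, and no list reversed.

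The letters a to d were tested as pairs. Over 24 pairs of arrays with the same letter the correlations of residuals lay between -0.2 and 0.13 (mean -0.021, against 0.008 for other letters), 2 pairs were over 0.1, and 0 arrays correlated best with their own letter in all 3 other groups, so no pairing was used. The median of all genes' fold changes was -0.006, -0.016 with quantile normalization again and -0.046 with equal medians. Signal near background limits dim genes, and 14270 of the 22180 genes passed the dim filter.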

Differences from the paper's values

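For the Glmp KO, the paper's count of Reactome sets is 298 higher and 74 lower, against 36 and 33 here, at the same threshold and set minimum. The release of the sets is another one, and the scores lie on another scale. The median ratio of the score difference to the paper's value was 3.91 with the WT arrays as reference and 0.828 with no reference. The scale of the paper's values is thus nearer to that with no reference. Of the alternatives set before the data were examined, arrayWeights brings the lower sets within 1.5 times of the paper's count (59), and none of the others does. PGSEA with no reference, chosen after seeing the values, also does so (52), and of 285 sets that the paper calls and that share a name with a set here, 171 are called in the paper's direction with it and the rest are dropped. None of the alternatives reaches the paper's count of higher sets, the closest being 181 with no reference, 164 with arrayWeights and 111 with quantile normalization again. Of the 285 sets, 267 have the paper's direction here and 18 the opposite, 50 are called here in the paper's direction and 0 in the other.

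The paper's log2 fold change of Emb is 0.9656, against 0.011 here (standard error 0.10). None of the alternatives set before the data were examined reaches it, the closest being 0.488 with the mean of the transcript clusters. The gene's other transcript cluster, looked at after the values were seen, gives 0.97 (standard error 0.09, adjusted p = 1.26e-06). Among the other named genes with a value in Table S2, the largest difference is 0.207. The copy of Table S2 used here is truncated, and the paper's own counts are 566 higher and 327 lower genes. Over the 432 genes that this part calls in the Glmp KO and that were measured, 428 have the paper's sign here, 417 pass and 409 lie within 0.01 of the paper's value, and the largest difference is 1.24.

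The paper states that E2F-1 was negatively enriched in the Glmp KO, from binding sites. Here a list of E2F-1 targets was higher, with 3 of 22 genes higher and none lower (score difference 2.92, adjusted p = 0.00182). The paper excepts the Glmp KO from a positive enrichment of the hepatocellular carcinoma pathway. Here a list of hepatocellular carcinoma and fetal liver genes, whose members are not those of the pathway, was higher (score difference 3.81, adjusted p = 0.00172, and adjusted p = 0.104 with an estimated correlation). The paper reports mTOR signalling as negatively enriched. Here the mTOR list had the same sign and did not pass (score difference -1.16, adjusted p = 0.122), while that of cytochrome P450 was lower as in the paper (-7.14, adjusted p = 1.46e-05).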

Other observations

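The counts of other splits reported here were planned. Marker lists of sinusoidal and capillary endothelium went opposite ways in the Glmp KO livers, with exceptions in each, and the sinusoidal list had adjusted p = 0.0541 with an estimated correlation. Of 12 sinusoidal genes, 7 were lower and 1 higher (8 and 1 when adjusted over the list alone). Fcgr2b, an Fc receptor, fell by 1.59 on the log2 scale (standard error 0.13, adjusted p = 3.52e-07), Dnase1l3, a secreted DNase, by 1.30 (0.12, adjusted p = 1.32e-06) and F8, coagulation factor VIII, by 1.19 (0.17), while Lyve1, a hyaluronan receptor, rose by 1.54 (0.15, adjusted p = 4.82e-06). Of 17 capillary genes, 9 were higher and 1 lower (13 and 1 when adjusted over the list alone). Cd34, a sialomucin, rose by 1.69 (0.14, adjusted p = 3.43e-07), Fabp5, a fatty acid-binding protein, by 1.49 (0.18), and Emcn, endomucin, by 1.36 (0.13), beside Fabp4. Tek, the angiopoietin receptor, fell by 0.47 (0.11).

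T and NK cell genes were higher as a list (score difference 1.77, standard error 0.65, adjusted p = 0.0352, and adjusted p = 0.0917 with an estimated correlation, within a range from 0.00124 to 0.0917, and no call without 1 array in 7 of 16 fits). None of the 17 genes was called by limma, also when adjusted over the list alone, and Klrk1 and Gzma had 0.40 (standard error 0.13, adjusted p = 0.12) and 0.43 (0.15, adjusted p = 0.134). The B and plasma cell list did not pass on average (-0.79, adjusted p = 0.47, with Jchain lower by 0.61, standard error 0.12), but it was lower at 18 weeks (-3.72, adjusted p = 0.0311), with 2.14 at 8 weeks (adjusted p = 0.177) and no difference between the ages that passed (adjusted p = 0.216). The lists of erythroid cells (0.77, adjusted p = 0.18) and cholangiocytes (Cd24a 0.83, standard error 0.18, score difference 0.62, adjusted p = 0.615) did not pass, nor did the lists for carry-over from pancreas (3.7, adjusted p = 0.615), fat (-0.17, adjusted p = 0.869), gut (-0.37, adjusted p = 0.615) and muscle (0.65, adjusted p = 0.79).

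The list of circadian clock genes was lower, with members in each direction, and the cause was not tested. Of 16 circadian genes, 6 were lower and 1 higher (8 and 1 when adjusted over the list alone). Dbp, a clock output factor, fell by 0.93 (standard error 0.11, adjusted p = 4.67e-05), as did Nr1d1 and Nr1d2, while Arntl, which they repress, rose by 0.39 (0.10, adjusted p = 0.0339). Of 16 pericentral genes, 3 were lower and 1 higher (10 and 1 when adjusted over the list alone, score difference -3.07, standard error 0.80, adjusted p = 0.00464, and adjusted p = 0.0988 with an estimated correlation), with Tbx3 and Cyp2c29 lower by 0.67 (0.17) and 0.48 (0.10), beside Cyp3a11. Periportal genes did not pass (-0.77, adjusted p = 0.321), and 1 of 12 was lower, Hal, which breaks down histidine. Of 15 hepatocyte identity factors, 3 were lower (7 when adjusted over the list alone, score difference -3.08, standard error 0.76, adjusted p = 0.00329), Nr1i3, Ppara and Creb3l3, a factor of the fasting response (-0.48, standard error 0.11). Genes more abundant in male liver were lower as a list (-2.56, standard error 0.99, adjusted p = 0.0442, and adjusted p = 0.338 with an estimated correlation, within a range from 0.0115 to 0.338, and no call without 1 array in 10 of 16 fits), with Selenbp2 the 1 of 18 called (2 higher and 7 lower when adjusted over the list alone), and female-biased genes did not pass (0.44, adjusted p = 0.76).

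Amino acid breakdown was lower as a list (-2.44, standard error 0.87, adjusted p = 0.0313, and adjusted p = 0.381 with an estimated correlation, within a range from 0.00134 to 0.381, and no call without 1 array in 7 of 16 fits), with 3 of 27 genes lower and 1 higher (6 and 1 when adjusted over the list alone). Ahcy and Hal fell, the latter by 0.53 (0.11), as did Amdhd1 by 0.39 (0.11), while Got1, an aspartate aminotransferase, rose by 0.50 (0.13). Lists that did not pass were the acute phase (3.35, adjusted p = 0.11, with Saa3 at 2.01 and Lcn2 at 1.71), complement (1.63, adjusted p = 0.0991, with C1qb at 0.81), iron (0.29, adjusted p = 0.775, with Hamp2 at -0.99), ER stress (1.26, adjusted p = 0.217, with Asns at 1.37), NRF2 targets (-0.48, adjusted p = 0.55, with Gclc at -0.54), phase II conjugation (-1.52, adjusted p = 0.16, with Tpmt at -0.78), glycolysis (0.17, adjusted p = 0.845), the citric acid cycle (-1.04, adjusted p = 0.185), oxidative phosphorylation (-0.33, adjusted p = 0.782) and immediate early genes (0.32, adjusted p = 0.782, with Klf6 at 0.49). Mfsd1, whose protein partners GLMP in lysosomes, had a fold change of -0.18 (standard error 0.10, adjusted p = 0.454).

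Splits of the arrays into other groups of the same sizes show where chance is less likely, and cannot exclude it. At a single age there are only 35 splits, so no share can fall below 1 in 35. Where 100 splits were used, the real one was joined by others drawn at random from all possible ones. A split and its mirror are one, so each real count, higher or lower, was compared with the larger of the higher and lower counts of every other split. Of 100 splits, 1, the real one, gave as many genes one way as the 453 higher and the 271 lower on average (highest other 153, all higher, and highest lower count 17). Of 35 splits at 8 weeks, 1 gave as many as the 263 higher and 169 lower (highest other 5, all higher, and highest lower count 1), and at 18 weeks 1 gave as many as the 103 and 55 (highest other 23, all lower, and highest higher count 0). For the difference between the ages the splits say nothing about chance, since limma found 0 genes (1487 at an unadjusted p under 0.05) and any split, so all 100 of 100, gives as many (highest other 1). For lists, 2 of 100 splits gave as many one way as the 17 higher and 2 as the 19 lower (highest other 21, all higher), although only the real one had as many lower (highest other lower count 4). For Reactome sets, 3 of 100 gave as many one way as the 36 higher and 3 as the 33 lower (highest other 59, all higher), and again only the real one had as many lower (highest other lower count 8). These shares lie under 0.05. Other splits still gave more higher lists and more higher sets than the real one. The splits thus argue against chance for the lower counts, and not firmly for the higher ones.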
